# Complete Circular Genome Sequence and Temperature Independent Adaptation to Anaerobiosis of *Listeria weihenstephanensis* DSM 24698

**DOI:** 10.3389/fmicb.2017.01672

**Published:** 2017-09-01

**Authors:** Elena Ferrari, Mathias C. Walter, Christopher Huptas, Siegfried Scherer, Stefanie Müller-Herbst

**Keywords:** *Listeria weihenstephanensis*, complete circular genome sequence, adaptation to anaerobiosis, nitrate respiration, transcriptome, temperature

## Abstract

The aim of this study was to analyze the adaptation of the environmental *Listeria weihenstephanensis* DSM 24698 to anaerobiosis. The complete circular genome sequence of this species is reported and the adaptation of *L. weihenstephanensis* DSM 24698 to oxygen availability was investigated by global transcriptional analyses via RNAseq at 18 and 34°C. A list of operons was created based on the transcriptional data. Forty-two genes were upregulated anaerobically and 62 genes were downregulated anaerobically. The oxygen dependent gene expression of selected genes was further validated via qPCR. Many of the differentially regulated genes encode metabolic enzymes indicating broad metabolic adaptations with respect to oxygen availability. Genes showing the strongest oxygen-dependent adaption encoded nitrate (*narGHJI*) and nitrite (*nirBD*) reductases. Together with the observation that nitrate supported anaerobic growth, these data indicate that *L. weihenstephanensis* DSM 24698 performs anaerobic nitrate respiration. The wide overlap between the oxygen-dependent transcriptional regulation at 18 and 34°C suggest that temperature does not play a key role in the oxygen-dependent transcriptional regulation of *L. weihenstephanensis* DSM 24698.

## Introduction

*Listeria* are Gram-positive, facultative anaerobic, non-spore-forming, rod-shaped bacteria, 0.5 μm in width and 1.0–1.5 μm in length, with a low G+C content (McLauchlin and Rees, 2009), which can be isolated from a variety of environments, including soil, water, wastewater, sludge, feces, silage, food, and food processing environments (Paillard et al., 2005; Vilar et al., 2007; O'Connor et al., 2010; Linke et al., 2014). The genus *Listeria* currently contains 17 species which are, based on comparative genomics, divided in the *Listeria* sensu stricto and the *Listeria* sensu lato group (Chiara et al., 2015). The *Listeria* sensu stricto clade includes *Listeria monocytogenes* (Pirie, 1940), *Listeria innocua* (Seeliger, 1981), *Listeria seeligeri* (Rocourt and Grimont, 1983), *Listeria welshimeri* (Rocourt and Grimont, 1983), *Listeria ivanovii* (Seeliger et al., 1984), comprising the subspecies *L. ivanovii* subsp. *ivanovii* and *L. ivanovii* subsp. *londoniensis* (Boerlin et al., 1992) and *Listeria marthii* (Graves et al., 2010). The *Listeria* sensu lato group is further divided into three subclades (Chiara et al., 2015), for which recently even the implementation of three new genera was proposed (Orsi and Wiedmann, 2016). One group consists of only one species, *Listeria grayi* (Errebo Larsen and Seeliger, 1966), one includes *Listeria fleischmanii* (Bertsch et al., 2013), comprising the subspecies *L. fleischmannii* subsp. *coloradonensis* and *L. fleischmannii* subsp. *fleischmannii* (den Bakker et al., 2013), *Listeria floridensis*, and *Listeria aquatica* (den Bakker et al., 2014), and one is composed of *Listeria rocourtiae* (Leclercq et al., 2010), *L. weihenstephanensis* (Lang-Halter et al., 2013), *Listeria cornellensis, Listeria riparia, Listeria grandensis* (den Bakker et al., 2014), *Listeria newyorkensis*, and *Listeria booriae* (Weller et al., 2015).

The *Listeria* senu stricto group includes two pathogenic species, *L. monocytogenes* and *L. ivanovii. L. monocytogenes* infects both humans and animals and is known as an important opportunistic human foodborne pathogen, which causes, after ingestion of contaminated food, human listeriosis, a rare but severe disease (reviewed in Allerberger and Wagner, 2010). *L. ivanovii* is an animal pathogen (Gill et al., 1997; Chand and Sadana, 1999).

Whereas, especially the two pathogens *L. monocytogenes* and *L. ivanovii* which belong to the *Listeria* sensu stricto group are well-investigated, almost nothing is known about the members from the *Listeria* sensu lato group, which appear to be environmental species that have not yet been associated with human or animal diseases. In this study we investigated the adaptation of *L. weihenstephanensis* DSM 24698 to oxygen restriction. *L. weihenstephanensis* DSM 24698 was isolated from the water plant *Lemna trisulca* from a fresh water pond in Bavaria, Germany. The isolate is non-haemolytic and shows optimal growth at pH 7–8 and a temperature of 28–34°C (Lang-Halter et al., 2013).

The adaptation to oxygen restriction is of special interest, not only because the bacterium might encounter microaerophilic of anaerobic conditions in certain environmental niches, but also because the pathogens *L. monocytogenes* and *L. ivanovii* have to deal with oxygen restriction in the gastrointestinal tract of the host.

In this study, the adaptation of *L. weihenstephanensis* DSM 24698 to oxygen restriction was analyzed at two different temperatures. It has been reported earlier that in *L. monocytogenes* massive temperature dependent transcriptional changes can be observed. Best studied examples are the upregulated expression of flagellar genes at environmental temperature (Williams et al., 2005) and the increased expression of the classical *L. monocytogenes* virulence genes important for adhesion to and invasion into host cells and cell to cell spread at host temperature (reviewed in Vázquez-Boland et al., 2001). The temperature dependent regulation of many virulence genes is mediated by the transcriptional activator PrfA, whose activity is activated via a RNA thermosensor (Johansson et al., 2002). Furthermore, it has been shown recently that *L. monocytogenes* also regulates the expression of genes involved in central metabolic pathways like nitrogen metabolism in a temperature dependent manner (Kaspar et al., 2014), also suggesting a niche dependent metabolic adaptation.

To investigate whether the oxygen dependent metabolic adaptation in the environmental bacterium *L. weihenstephanensis* DSM 24698 is influenced by temperature, the transcriptional response to anaerobiosis was analyzed at 18°C, a potential environmental temperature, and 34°C.

## Materials and methods

### Strain and culture conditions

The strain used in this study was *L. weihenstephanensis* DSM 24689 (= WS 4560; Lang-Halter et al., 2013).

For cultivation on solid media, bacteria from the glycerol stock were cultivated on BHI agar and incubated for 1–2 days at 24°C and then stored at 4°C. For overnight liquid cultures, a single bacterial colony was inoculated in 50 ml BHI medium (Brain Heart Infusion, Merck, Darmstadt, Germany) overnight (17 h) at 24°C under continuous shaking (150 rpm). Overnight cultures were diluted 1:100 in fresh BHI medium in a 51-ml total volume for growth analysis. For aerobic growth the cultures were grown in 200-ml flasks, for anaerobic growth cultures were grown in 50-ml sealed CELLSTAR® tubes (Greiner Bio-One, Frickenhausen, Germany). Oxygen availability was analyzed in parallel cultures to which the redox indicator resazurin (0.0001% w/v, 7-Hydroxy-3H-phenoxazin-3-one-10-oxide; Sigma-Aldrich, Taufkirchen, Germany) was added. When oxygen in the medium became limited, resazurin changed color from blue to pink and further to colorless when the culture became anaerobic. All cultures were incubated at the specific experimental temperature under continuous shaking (150 rpm). The optical density at 600 nm (OD_600_) was measured using the spectrophotometer Lambda Bio+ (PerkinElmer, Rodgau, Germany) every hour until the stationary phase was reached. One additional measurement was taken after 24 h. Three biologically independent experiments were performed for each growth condition. The mean values of the growth analysis were used for the calculation of the doubling time and the maximum OD_600_ (OD_600 max_) with the GrowthRates v2.0 calculator (Hall et al., 2014).

### Small scale *in vitro* growth analyses

For *in vitro* growth analysis in a 200-μl micro-volume a Bioscreen C growth curve reader was used (Oy Growth Curves Ab Ltd., Helsinki, Finland). Overnight cultures were diluted 1:200 in a modified minimal medium supplied with 0 or 10 mM sodium nitrate (NaNO_3_). The composition of the medium with glutamine as nitrogen source was described previously (Kaspar et al., 2014). As carbon source 1 g L^−1^ D (+)-glucose monohydrate (Fluka, Darmstadt, Germany) was used. Furthermore, 5 g L^−1^ yeast extract (Oxoid, Wesel, Germany) were added. Cultures were incubated at 34°C with continuous medium shaking (shaking step 60). For anaerobic growth analyses, cultures were overlaid with 200 μl sterile paraffin oil (Roth, Karlsruhe, Germany). The OD_600_ of each well was automatically recorded every hour over a period of 24 h. Mean values and standard deviation were calculated from at least four independent biological experiments each including technical duplicates. A student's *t*-test (Two-Sample Assuming Unequal Variance, Microsoft Excel) was performed for statistical analysis.

### Genome sequencing using illumina

The *L. weihenstephanensis* DSM 24698 genome was sequenced on the MiSeq platform (Illumina, San Diego, USA) using v2 chemistry (400 cycles; Illumina, München, Germany). Genomic DNA was isolated from a 3-ml overnight culture grown at 30°C. The isolated DNA was diluted to 20 ng μl^−1^. Fifty-five microliters were transferred to a Snap Cap microTUBE (Covaris, Brighton, United Kingdom) and the DNA was fragmented in the Covaris sonnicator S220 (45 s, 175 watt, 10% duty factor, 200 cycles per burst). The sample was stored at −20°C until further processing. The library for sequencing was prepared with a modified version of the standard PCR-free TruSeq DNA sample preparation protocol (Huptas et al., 2016).

### Genome sequencing using PacBio

For DNA sequencing using the Pacific Biosciences PacBio RS II platform, an overnight culture was diluted 1:100 in BHI medium and grown aerobically at 18°C under constant shaking (150 rpm) to an OD_600_ = 0.86. The cells were pelleted by centrifugation (18°C, 8 min, 4,186 × g). The DNA isolation and sequencing run were performed by GATC Biotech (Konstanz, Germany).

### Genome assembly and annotation

The raw PacBio sequence data were assembled with the hierarchical genome-assembly process (Chin et al., 2013) v3 workflow of the SMRT Analysis software, v2.3. Then, Pilon (Walker et al., 2014) was used to improve the assembly further by incorporating the Illumina sequence data. The resulting contig was circularized manually. An unusual high coverage region was further analyzed. This region contained a prophage sequence. The attachment sites of this prophage were determined and the sequence was extracted from the chromosomal sequence and circularized. Afterwards, reads were mapped against the bacterial chromosomal integration site and the circularized phage chromosome to verify the correct breakpoint sequences.

Both sequences were submitted to GenBank and structurally annotated by the NCBI Prokaryotic Annotation Pipeline (PGAP; Tatusova et al., 2016). Functional annotation was performed by the RAST server (Overbeek et al., 2014) and the PEDANT system (Walter et al., 2009) to get additional functional annotation like Clusters of Orthologous Groups (COGs; Galperin et al., 2015) assignment or annotation of genes not characterized by PGAP.

The sequencing project was registered in the NCBI BioProject database with accession number PRJNA275474. Genomic raw sequence data were submitted to the sequence read archive (SRA) with accession number SRS845980. The GenBank accession number for the chromosome is CP011102 and for the phage genome CP011103.

### Transcriptional profiling

#### Cell harvesting and RNA extraction

*L. weihenstephanensis* DSM 24698 cultures (51 ml) were grown aerobically or anaerobically in BHI medium at the specific temperature to an OD_600_ = 0.85–0.95. The RNA was isolated following the protocol previously published (Müller-Herbst et al., 2014), but performing the disruption by bead-beating (FastPrep-24, MP Biomedicals, USA) four times for 45 s at 6.5 m s^−1^. After the first DNAse I (RQ1 RNase-Free DNase Promega, Mannheim, Germany) treatment, RNA was purified from proteins by chloroform extraction (100 μl). Total RNA from the aqueous phase was further purified using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's RNA cleanup protocol. An additional on-column DNA digest (Qiagen RNase-free DNase, 2 U μl^−1^) was performed according to the manufacturer's instructions before RNA was eluted in nuclease-free water (30-μl final volume).

#### Library preparation and RNA sequencing

The RNAs were isolated as described above, but, after the second purification step with chloroform, only 60 μg RNA from the aqueous phase were further purified with the RNeasy Mini Kit following the RNA cleanup protocol including the optional on-column DNAse I treatment. Five micrograms of purified RNA was then mRNA-enriched by 16S and 23S rRNA depletion (MICROBExpress Kit, Ambion, Life Technologies, Darmstadt, Germany), following the manufacturers‘ instructions. The samples were then quantified using the 2.0 Qubit Fluorometer (Life Technologies, Darmstadt, Germany) and qualitatively analyzed by the Agilent 2100 Bioanalyzer (RNA 6000 Nano Kit; Agilent Technologies, Waldbronn, Germany). For library preparation, 300 ng of each total RNA were fragmented in 50 μl nuclease-free water (S220 sonicator, Covaris, 180 s, 175 watt, 10% duty factor and 200 cycles per burst) to obtain fragments with a normal distribution around 150 bp. The dephosphorylation of the RNA fragments was carried out using antarctic phosphatase (15 U), 1X antarctic phosphatase buffer (New England BioLabs, Frankfurt, Germany) with the addition of RNase inhibitor SUPERase In (65 units, Ambion, Life Technologies, Darmstadt, Germany) in a 65.5-μl final volume for 1 h at 37°C. Seven hundred microliters of QIAzol lysis reagent were added to the RNA sample. The RNAs were then purified with the miRNeasy Mini Kit following the protocol for purification of total RNA from animal cells omitting the cell homogenization steps (Qiagen) and eluted in a nuclease-free water (35.5-μl final volume). For phosphorylation, T4 Polynucleotide Kinase, 1X T4 Polynucleotide Kinase Buffer (New England BioLabs), ATP (1 mM, New England BioLabs), and RNase inhibitor SUPERase In (50 U) were added to the RNA (50-μl final volume) and the sample was incubated for 1 h at 37°C. Afterwards, RNA was purified again (miRNeasy Mini Kit) with a final elution in 30 μl nuclease free water. After further quality and quantity control by Bioanalyzer and Qubit 100 ng of the samples were finally concentrated to 20 ng/μl by a Concentrator 5301 (Eppendorf, Hamburg, Germany). Ligation of 3′- and 5′-adapters, reverse transcription and PCR amplification were performed following the instructions from the TruSeq Small RNA Sample Preparation Guide (Illumina, February 2013). The cDNAs derived from the aerobic and anaerobic culture were mixed, before the size separation of the amplified cDNA fragments on a ready to use 6% Novex TBE polyacrylamide gel (Life Technologies, Darmstadt, Germany) was performed. The fragments were size-selected between 200 and 350 bp and purified by filtration (0.22 μm Spin-X filter, Corning, USA) and precipitation. The indexed libraries were diluted to a 2-nM concentration in Buffer EB (Qiagen). For denaturation, 10 μl of 0.1 M NaOH (1 M NaOH [pH 13.5] was diluted with buffer EB to a 0.1 M NaOH solution) were added to 10 μl of the 2-nM library and the sample was incubated for 5 min a RT. Finally, the library was diluted with pre-chilled HT1 buffer (Illumina) to a concentration of 10 pM in 0.5 mM NaOH. Finally, the libraries were sequenced on the MiSeq sequencer (Illumina) using a MiSeq Reagent Kit v2 (50 cycles, Illumina) resulting in 50 bp single-end reads.

### Bioinformatics

The Illumina RNA-Seq reads were mapped to the chromosomal sequence of *L. weihenstephanensis* DSM 24698 using Bowtie for Illumina implemented in Galaxy (Blankenberg et al., 2010; Goecks et al., 2010) with commonly used settings (seed length 28 nt, maximum number of mismatches in the seed is 2). Data processing steps to receive SAM and BAM files were performed as described previously (Landstorfer et al., 2014). The number of reads mapping on each gene were visualized and calculated in Artemis v. 15.0.0 (Rutherford et al., 2000; Carver et al., 2012), based on the GenBank file of the *L. weihenstephanensis* DSM 24698 reference genome. The number of reads for all conditions were normalized to the total number of reads of the smallest library (*L. weihenstephanensis* DSM 24698 18°C anaerobic) for a more accurate comparison between temperatures.

A second transcript analysis tool (Rockhopper, McClure et al., 2013) was used for verification and to determine non-coding RNAs (ncRNAs) as well as to infer and annotate operon structures (Fortino et al., 2014).

### Differential expression analysis for the RNA-seq data

Differential gene expression was analyzed according to Mühlig et al. (2014), using the Bioconductor package edgeR (Robinson et al., 2010). Genes with ≤1 cpm (counts per million) in total under both the aerobic and anaerobic condition were filtered and not used in the analysis. The transcription of genes under aerobic conditions served as reference. Upregulated genes are expected to show a stronger transcription anaerobically, while downregulated genes are expected to be less transcribed upon oxygen-limitation. Genes showing a log_2_fold change in relative transcription (log_2_FC) ≥ 1 or ≤ −1, a false discovery rate (FDR) < 0.3 and a BH-corrected *p* < 0.05 were considered as being significantly up- or downregulated. The data discussed in this paper have been deposited in NCBI′s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE94124 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94124).

### Quantitative real time PCR (qPCR)

To validate the RNA-Seq data, qPCR analyses were performed as previously described (Müller-Herbst et al., 2014). The qPCR reactions were carried out in duplicates for three biologically independent repetitions, which were also independent of the samples used for RNA-Seq, in an ICycler (Bio-Rad Laboratories GmbH, München, Germany) or in a SmartCycler® System (Cepheid, CA, USA). Oligonucleotides used for qPCR analyses are summarized in Table 1. Data were analyzed using the 2^−ΔΔCt^ method (Schmittgen and Livak, 2008). Transcription of the housekeeping gene encoding ClpX, the ATP-binding subunit of ATP-dependent Clp protease, was used for normalization.

**Table 1:** Oligonucleotides used in this study.

**Gene**	**Name**	**Sequence 5′–3′**
*UE46_00145, cat*	UE46_00145_qRT_F	gaggctacgacgatgattac
	UE46_00145_qRT_R	aacgcattttgatgtaaacc
*UE46_00920, nrdD*	UE46_00920_qRT_F	cgaaactggtattttcgatt
	UE46_00920_qRT_R	taattcagcacatctgggta
*UE46_01305, nirD*	UE46_01305_qRT_F	cataaaaacggtccactagc
	UE46_01305_qRT_R	cagtttcatacgttttgacg
*UE46_01505, clpX*	UE46_01505_qRT_F	ggctgattttgatgtagagc
	UE46_01505_qRT_R	tgagtaaggcttgttgcac
*UE46_03380*	UE46_03380_qRT_F	gactgcaaaaggaagatgag
	UE46_03380_qRT_R	caatataagctcgctgctg
*UE46_05890*	UE46_05890_qRT_F	agttattccgctacacatcg
	UE46_05890_qRT_R	cacattaggctgagaagagg
*UE46_08310, pflB*	UE46_08310_qRT_F	atgggtaacagaatcaatcg
	UE46_08310_qRT_R	agtcgaccaaagtacggtta
*UE46_08610, gcvPA*	UE46_08610_qRT_F	acaagaaattgagccgttag
	UE46_08610_qRT_R	cttgggaatctcctacaaca
*UE46_10735, gltB*	UE46_10735_qRT_F	cgattgacgtctttacgaat
	UE46_10735_qRT_R	caattttcgacatcaccttc
*UE46_11895, pdhB*	UE46_11895_qRT_F	aaggtcttttgatctcagca
	UE46_11895_qRT_R	ctttaccgatttcgattgtg
*UE46_11930, moaC*	UE46_11930_qRT_F	tattaaagaagggcaaatcg
	UE46_11930_qRT_R	actttcgtcgtcataattgg
*UE46_11975, narH*	UE46_11975_qRT_F	caactggaaaacgaataagg
	UE46_11975_qRT_R	cataaagcatcacaccaaga
*UE46_14170*	UE46_14170_qRT_F	attgcaccgaatatcttcac
	UE46_14170_qRT_R	aaatgctttcgtcaaactgt
*UE46_14320*	UE46_14320_qRT_F	cgaataaaatcgacttcgtg
	UE46_14320_qRT_R	cgaccgacttaatatccgta

## Results

### Complete genome sequence of *L. weihenstephanensis* DSM 24698

A key prerequisite for the analyses of the transcriptional adaption of *L. weihenstephanensis* DSM 24698 to the oxygen availability via RNA NGS was a high quality genome sequence. Up till now, only a draft genome sequence (den Bakker et al., 2014), finally resulting in 71 contigs (GenBank accession number AODJ00000000.1) was available. In this study, the complete genome of *L. weihenstephanensis* DSM 24698 was analyzed via in-house genome sequencing (MiSeq) and additional automated sequencing (PacBio RS II). The assembly of 1,789,120 high quality reads with a mean length of 189 bp from the MiSeq sequencing reaction resulted in 23 contigs with a total assembly size of 3,380,080 bp. The assembly of the PacBio RS II sequencing reaction of 78,900 high quality reads with a mean read length of 6,091 bp resulted, after incorporation of the MiSeq data, in one single circular chromosome with a ~50- to 180-fold coverage (Figure S1).

Worth mentioning is that after the assembly a ~40 kb region with an unusual high coverage pattern followed by a region with below average coverage was observed (Figure S1). This region was further analyzed using PHAST (Zhou et al., 2011) and revealed to encode phage genes. The observed abnormal coverage pattern would be explained if it is assumed that in the culture used for sequencing a lysogenic phage switched to the lytic cycle. The circularized phage chromosome of *L. weihenstephanensis* DSM 24698 phage 01 (LWP01) has a size of 41,687 bp and contains 57 coding regions. Blast analysis revealed that the protein sequence of the phage DNA polymerase (*UE_5225*) and a putative phage tail tape measure protein (*UE_5365*) matched specifically with proteins encoded in the genome of *L. monocytogenes* and *L. ivanovii* strains with a 79–82% and 79–81% identity, indicating its putative relationship to other *Listeria* phages.

The complete genome sequence of *L. weihenstephanensis* DSM 24698 including the prophage sequence has a size of 3,406,292 bp and a GC-content of 41.51%. Three thousand two hundred twenty-nine genes were identified via the automated annotation from NCBI, including 3,008 coding genes, 131 pseudogenes, 19 rRNAs (5S, 16S, 23S), 70 tRNAs and 1 non-coding RNA. One thousand nine hundred thirty-five genes were assigned to one or more COG categories (Table S1). 

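Genes of an operon in Table S2 had similar ratios of anaerobic to aerobic transcription at each temperature. The nitrate reductase operon narGHJI lies on the minus strand from position 2467290 to 2473775, and its 4 genes were all more than 4-fold higher anaerobically at 18 and at 34°C. In the genes of the glycine cleavage system, UE46_08605 to UE46_08615 (position 1780475 to 1784406), the ratio was lower anaerobically at each temperature. Over the 227 operons with at least 3 genes of 50 or more reads over the 4 libraries (908 genes), the SD of the log2 ratio within an operon was on average 0.36 at 18°C and 0.28 at 34°C. With the same genes assigned to operons of the same sizes at random, this mean was 0.80 and 0.75, and the lowest of 1000 assignments gave 0.74 and 0.69. The operons were inferred by the authors from the transcript data of this study, so the similarity is not independent evidence for them, and genes of an operon are repeated readings within a library and no replicates of the culture.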

Based on transcriptional data (see below) 647 putative operons which comprised 1,951 genes (Table S2) and 210 putative non-coding RNAs, among them 10 long non-coding RNAs (>200 bp; Table S3), were identified.

Interestingly, the chromosome of *L. weihenstephanensis* DSM 24698 harbors genes encoding a nitrate (*UE46_11980-UE46_11975*-*UE46_11970-UE46_11965, narGHJI*) and a nitrite (*UE46_01300*-*UE46_01305, nirBD*) reductase. These genes are absent in *L. monocytogenes* and all other members of the *Listeria* sensu stricto phylogenetic clade, but are present, at least partially, in all recently described species of the *Listeria* sensu lato clade, except for *L. floridensis*.

### Aerobic and anaerobic growth of *L. weihenstephanensis* DSM 24698

It has already been described that *L. weihenstephanensis* DSM 24698 is able to grow anaerobically on solid medium (Lang-Halter et al., 2013). To further investigate the oxygen dependent growth of *L. weihenstephanensis* DSM 24698, the bacterium was grown aerobically and anaerobically at 18 and 34°C in liquid culture. *L. weihenstephanensis* DSM 24698 grew aerobically and anaerobically at both temperatures (Figure 1). At both temperatures the OD_600 max_ was higher for aerobic compared to anaerobic growth (18°C: aerobic OD_600 max_ = 3.697, anaerobic OD_600 max_ = 1.590; 34°C: aerobic OD_600 max_ = 2.980, anaerobic OD_600 max_ = 1.380). Although, the OD_600 max_ for aerobic, respectively anaerobic growth was higher at 18°C than at 34°C, the doubling time at 18°C was higher than at 34°C (aerobic: doubling time at 18°C = 123.7 ± 1.8 min, doubling time at 34°C = 59.3 ± 2.6 min; anaerobic: doubling time at 18°C = 148.3 ± 5.7 min, doubling time at 34°C = 73.1 ± 5.0 min). At both temperatures the doubling time for anaerobic growth was higher than that for anaerobic growth.

**Figure 1:**
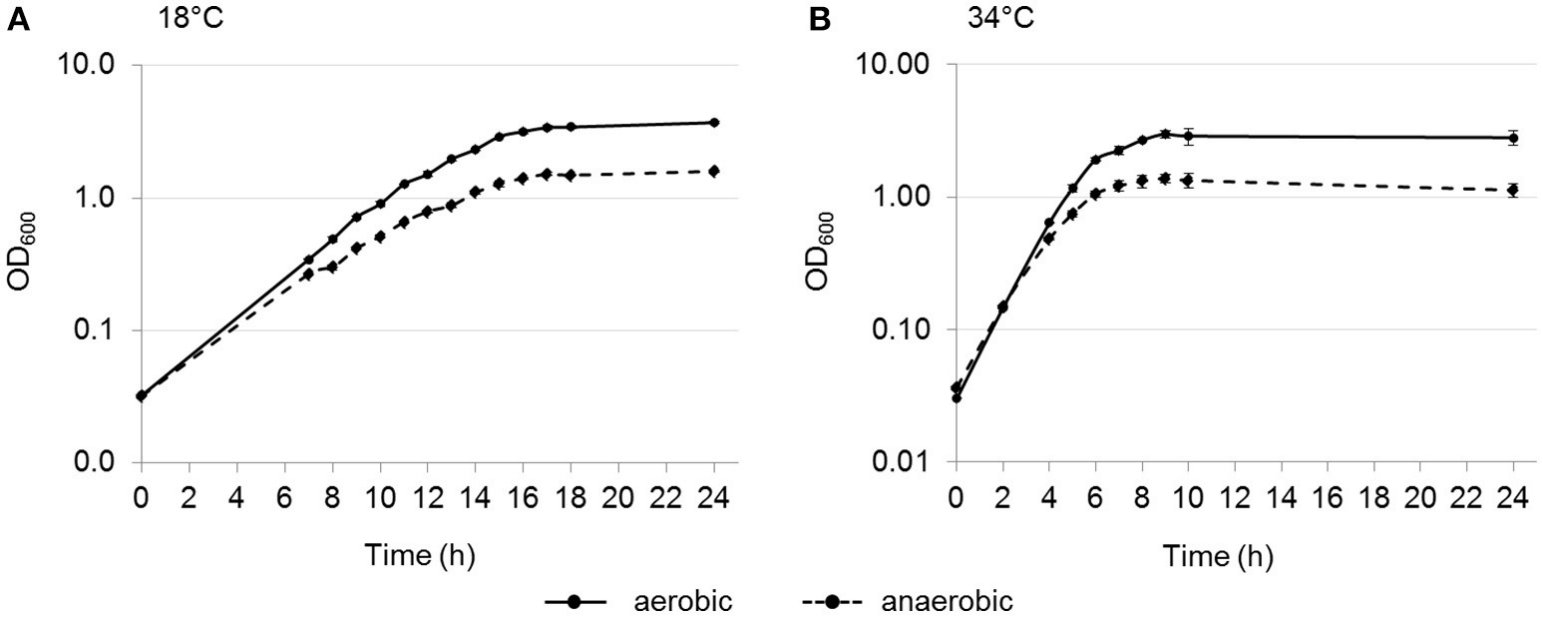
Oxygen-dependent growth of *L. weihenstephanensis* DSM 24698. Growth curves for *L. weihenstephanensis* DSM 24698 grown at 18°C **(A)** and 34°C **(B)** aerobically (solid line) and anaerobically (dotted line) are shown. OD_600_ was measured every hour. All data points represent means ± standard error from three independent biological replicates.

### Oxygen dependent transcriptional adaptation of *L. weihenstephanensis* DSM 24698 at 18 and 34°C

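RNA of the strain was sequenced from 4 cultures in BHI medium, 1 for each combination of 18 or 34°C with aerobic or anaerobic growth, so each condition has 1 library and no replicate. The libraries held 1414017 reads in annotated genes (18°C aerobic), 490947 (18°C anaerobic), 1285458 (34°C aerobic) and 1106249 (34°C anaerobic). At least 10 reads were found for 2497, 2076, 2456 and 2335 genes in the same order, and the 10 strongest transcribed genes took 12.4% to 12.8% of the reads of a library. The authors depleted rRNA, mixed the cDNAs of the aerobic and the anaerobic culture before gel size selection, mapped the reads with Bowtie, counted them per gene in Artemis and normalized the read numbers to the smallest library. The deposited values are these normalized reads for 2902 genes; for the 18°C anaerobic library they are the read counts themselves, and for the other 3 libraries whole reads were recovered from them, since 100% of the values are whole multiples of 1 read's worth (tolerance 0.01 reads). For each temperature the log2 ratio of anaerobic to aerobic transcription was computed from TMM-normalized CPM with a prior count of 2. Its 95% interval (exact conditional binomial, Clopper-Pearson) covers counting error only, and no difference within a temperature has a replicate check. A gene is given below as higher or lower at a temperature where the ratio was at least 2-fold, the interval excluded equal levels and the higher library had at least 10 reads. A test exists only over all 4 libraries: limma on log2 of the normalized reads plus 0.5, with temperature and oxygen as additive terms and 1 residual degree of freedom, in which the spread includes any difference in oxygen response between the temperatures. "Rose" and "fell" are used for genes with an adjusted p under 0.05 in this fit. Its standard errors are moderated, so they rest largely on the variance trend over all genes (median prior degrees of freedom 6.68 for oxygen). They do not measure the spread between cultures of a condition. A fit without 1 library can hold no temperature term: 0 genes then passed for oxygen in limma without the 18°C or the 34°C aerobic library (105 and 125 at an unadjusted p under 0.05), and 31 and 25 without the 18°C or the 34°C anaerobic one. With all 4 libraries and no temperature term 23 of 239 passed, so a call that ends with a library left out cannot be put down to that library alone; edgeR with both terms gave 274.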

To analyze the oxygen dependent transcription of *L. weihenstephanensis* DSM 24698, bacteria were cultivated aerobically and anaerobically at 18 and 34°C to an OD_600_ of 0.85–0.95 before cells were harvested for RNA isolation. At this OD_600_ resazurin controls indicated high or low oxygen availability.

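At 18°C, 119 genes were higher and 209 lower anaerobically, and at 34°C 104 were higher and 169 lower. At both temperatures 54 genes were higher and 86 lower. Among the strongest ratios outside the nitrate and nitrite reductases was that of the LuxR family transcriptional regulator UE46_01325, with a log2 ratio of 5.34 (5.10 to 5.69) at 18°C and 4.47 (4.25 to 4.74) at 34°C. Among the lowest at 18°C was UE46_14320, a putative L-cystine-binding protein, with -5.50 (-9.12 to -4.21), from 409 reads aerobically and 2 anaerobically. At 34°C the ABC transporter gene UE46_03385, in a row with iron ABC transporter genes, had a log2 ratio of -5.75 (-6.56 to -5.24). In the authors' deposited table, 35 genes at 18°C and 23 at 34°C pass as upregulated, and 44 and 40 as downregulated. These counts take the paper's thresholds with the deposited p as it stands, before correction. The paper words this p as BH-corrected, and at an FDR under 0.05 the number is 65 genes instead of 104. Each gene passing with the uncorrected p is also higher or lower by the rule used here, which takes in 249 further genes at 18°C and 210 at 34°C. A test of 1 library against 1 rests on an assumed dispersion, which the paper's text does not give, and edgeR's exact test with a dispersion of 0.1 returned the fold changes and p of the authors' deposited table with a largest difference of 0 (a value chosen after the data were seen). With an assumed biological coefficient of variation of 0.2 the same thresholds gave 287 genes, and with 0.4 they gave 53. Scaling by total reads gave 80 higher and 207 lower genes at 34°C, so that 72.1% were lower instead of 61.9%.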

In total, 104 genes showed an oxygen dependent change in transcription. The anaerobically up- and down-regulated genes are listed in the Supplementary Material [Table S4a (upregulated genes) and Table S4b (downregulated genes)]. 

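Of the genes of Table S4a, 39 had a ratio above equal levels at 18°C and 42 at 34°C, with a median log2 ratio of 2.43 and 2.04. In the fit over all 4 libraries 36 of them rose. Of the genes of Table S4b, 61 were below equal levels at 18°C and 62 at 34°C (median -2.42 and -2.46), and 52 fell. These genes were chosen by the study on the same libraries, so the counts are not independent evidence of their direction. Over all genes, 79 rose and 160 fell anaerobically in limma (adjusted p under 0.05). After narGHJI, nirBD and UE46_11960, the largest increases were those of UE46_01325, with a log2 fold change of 4.81 (standard error 0.23, adjusted p = 1.80e-05 from limma), and UE46_04725, a multidrug MFS transporter at 4 reads or fewer in each 34°C library, with 4.58 (standard error 0.97, adjusted p = 0.0268 from limma), which was 0.52 to 8.63 with 1 library left out and no temperature term (adjusted p at least 0.0653). The largest decreases were those of the iron ABC transporter genes UE46_03370, with -6.17 (standard error 0.53, adjusted p = 0.000457 from limma) at 0 reads in each anaerobic library, and UE46_03375, with -5.26 (standard error 0.51, adjusted p = 0.000854 from limma). On TMM-scaled values limma gave 83 rising and 106 falling genes, 184 of them shared, so that 56.1% fell instead of 66.9%; the median log2 fold change over all genes was -0.16 by total reads and -0.06 with TMM. DESeq2 gave 74 rising and 71 falling genes, and limma without a trend of the variance with the mean 2 genes. With 1 library left out and no temperature term, limma gave 0 genes without the 18°C aerobic library, 31 without the 18°C anaerobic, 0 without the 34°C aerobic and 25 without the 34°C anaerobic library.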

Forty-two genes were upregulated anaerobically and 62 genes were downregulated anaerobically. 

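All 41 genes that the study called at 18°C and not at 34°C had a ratio in the same direction at 34°C, and 32 of them were at least 2-fold from equal levels there. Of the 25 genes called at 34°C and not at 18°C, 21 had the same direction at 18°C, 12 of them by 2-fold or more. The other 4 went the opposite way (named after their values were seen). UE46_00255, a PTS cellobiose transporter subunit, had a log2 ratio of -1.04 (-3.65 to 0.47) at 18°C and 2.69 (1.94 to 4.17) at 34°C. UE46_00260, an aryl-phospho-beta-D-glucosidase next to it, had -1.11 (-1.76 to -0.57) and 2.20 (1.79 to 2.73). The DeoR family regulator UE46_13465 had 0.57 (0.37 to 0.76) and -5.89 (-7.39 to -5.19). For the beta-lactamase gene UE46_14290 the ratio at 18°C was within counting error of equal levels (58 reads aerobically, 19 anaerobically), and at 34°C it was 2.63 (2.28 to 3.07). Over both sets the direction was the same for 62 of 66 genes, 93.9% (95% Clopper-Pearson interval 85.2 to 98.3). The interval treats genes as independent, while genes of an operon share transcripts and all come from the same libraries. It does not measure the spread between cultures. Among genes higher or lower at only 1 temperature by the 2-fold rule, whether called by the study or not, the direction was the same for 245 of 315, 77.8%. Whether a response differs between the temperatures was not tested, since no replicate exists.

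**Figure D1:**
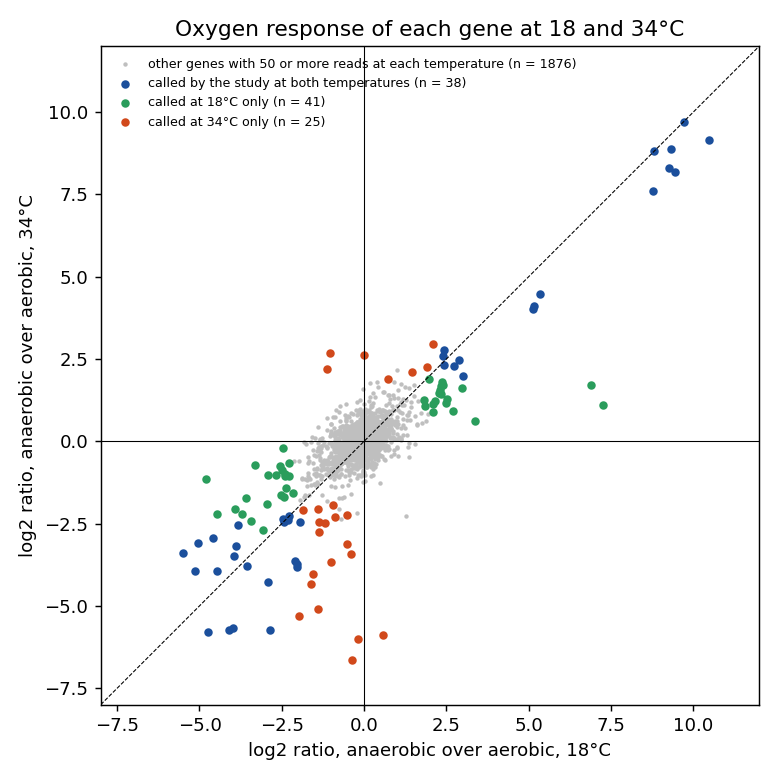
Log2 ratio of anaerobic to aerobic transcription at 18°C (x axis) and at 34°C (y axis), 1 point per gene. Genes not called by the study are shown in gray, and only the 1876 with at least 50 reads over both libraries of each temperature. Colors mark the 16 upregulated and 22 downregulated genes called by the study at both temperatures and the 41 and 25 called at 18°C or 34°C only. The dashed line marks equal ratios.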

Most of the genes that were identified as being regulated depending on the oxygen availability only at one of the investigated temperatures showed the same tendency of regulation also at the other temperature, albeit not fulfilling all the filtering criteria applied during data analysis. For a better overview, the regulated genes were functionally classified according to their COGs (Figure 2).

**Figure 2:**
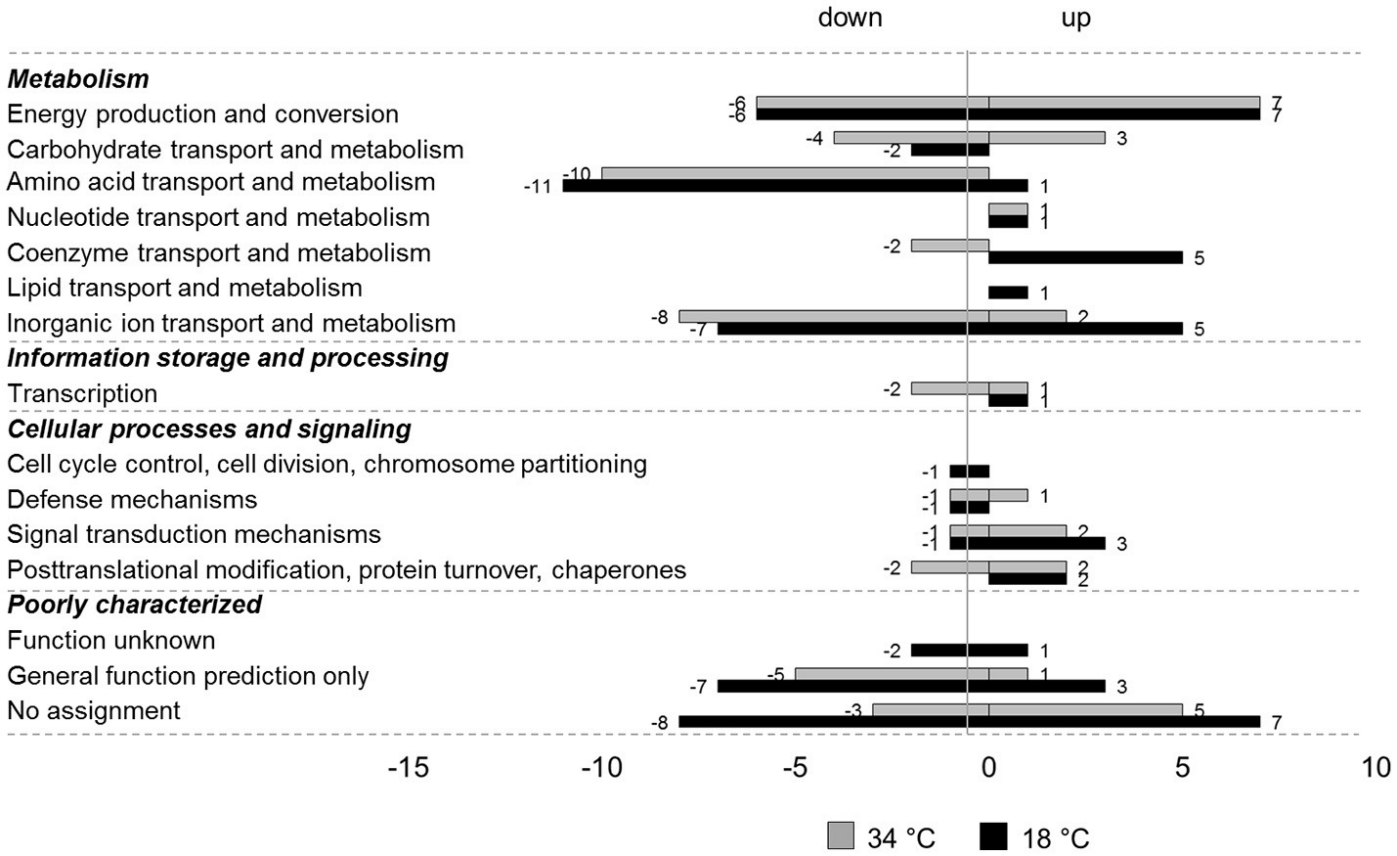
COG classification of genes regulated by oxygen at 18 and 34°C in *L. weihenstephanensis* DSM 24698. Genes up- or downregulated anaerobically at 18°C (black bars) or 34°C (gray bars) in *L. weihenstephanensis* DSM 24698 were grouped according to the NCBI COGs. Bars represent the number of genes up- or down-regulated for each category. Since one gene can belong to several COG categories the total number of regulated genes given in this figure is higher than the absolute number of regulated genes.

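In energy production and conversion, 6 of the 6 genes of Table S4b were lower anaerobically at each temperature, among them the pyruvate dehydrogenase genes. In amino acid transport and metabolism 14 of 14 were lower at 18°C and 13 at 34°C, and in inorganic ion transport and metabolism 8 of 9 at each temperature. The operon UE46_14300 to UE46_14345, which holds the cystine transporter genes, was lower in 10 of 10 genes at each temperature, with a median log2 ratio of -4.46 at 18°C (-4.21 with the 2 genes at 0 reads set to a floor of 3) and -3.01 at 34°C. All 10 fell in limma (10 adjusted over the list alone), for example the monooxygenase gene UE46_14330, with a log2 fold change of -4.26 (standard error 0.46, adjusted p = 0.00151 from limma). Of 14 genes of iron uptake, 8 were lower at 18°C and 10 at 34°C (median -1.51 and -3.76), and 9 fell (10 adjusted over the list alone). The iron ABC transporter permease UE46_03370 had 78 reads aerobically and 0 anaerobically at 18°C, at least 8.53-fold lower against a floor of 3 reads, and 121 and 0 at 34°C, at least 31.6-fold lower. Of 7 arginine synthesis genes 5 were lower at 18°C and 4 at 34°C, and 4 fell (5 adjusted over the list alone), the largest change being that of the argininosuccinate synthase UE46_12555, -3.76 (standard error 0.38, adjusted p = 0.00111 from limma). The study chose these genes on the same libraries, so the counts are not independent evidence. Without either aerobic library 0 of them passed in limma, and without an anaerobic library at most 7 of the cystine transporter operon, 6 of iron uptake and 2 of arginine synthesis.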

Most of the anaerobically downregulated genes encode proteins involved in metabolism, in particular in energy production and conversion, amino acid transport and metabolism and inorganic ion processes. 

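The genes of Table S4b in these categories are named after their values were seen. In transcription it lists UE46_13465, a DeoR family regulator, and UE46_15280 of the thiamine operon, which were both lower at 34°C and not at 18°C, where UE46_15280 had only 5 reads aerobically and 0 anaerobically; the difference between the temperatures was not tested. UE46_10635, encoding the rod-shape protein MreBH, had a log2 ratio of -2.36 at 18°C and -1.42 at 34°C and fell by 2.07 on the log2 scale (adjusted p = 0.0251 from limma). The multidrug ABC transporter permease UE46_04105 had ratios of -1.95 at 18°C and -2.45 at 34°C and an adjusted p of 0.00170 from limma. Of the genes for protein turnover and chaperones, the thioredoxin reductase UE46_06685 had -0.99 at 18°C and -3.66 at 34°C, and UE46_02830, annotated as NifU, -0.52 at 18°C and -2.24 at 34°C. In limma UE46_06685 fell (adjusted p = 0.0323; log2 fold change -2.45, and -3.39 to -1.52 without 1 library and a temperature term) and UE46_02830 did not pass (adjusted p = 0.0725). Of the genes with no assignment to a category, 10 of 10 were lower at 18°C and 8 at 34°C.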

Some genes were involved in transcription and in cellular processes and signaling and many were poorly characterized with an unknown or only predicted function or not assigned to any COG category. 

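Catalase, which breaks down hydrogen peroxide, had a log2 ratio of -2.28 (-2.48 to -2.09) at 18°C and -0.64 (-0.76 to -0.53) at 34°C (cat, UE46_00145), so that it was lower anaerobically by the 2-fold rule at 18°C alone; this difference between the temperatures was not tested. The pyruvate dehydrogenase genes, which carry pyruvate to acetyl-CoA, were lower at both temperatures. At 18 and 34°C pdhA (UE46_11900) had -2.27 (-2.42 to -2.13) and -2.27 (-2.37 to -2.17) and pdhC (UE46_11890) had -2.42 (-2.54 to -2.31) and -2.46 (-2.54 to -2.38). For pdhB (UE46_11895) the log2 ratios were -2.32 and -2.40, and for pdhD (UE46_11885) -2.45 and -2.36. The glutamate synthase genes were lower at both temperatures as well. The log2 ratio of gltB (UE46_10735) was -2.04 (-2.57 to -1.60) at 18°C and -3.81 (-4.25 to -3.46) at 34°C, and that of gltD (UE46_10730) was -2.11 (-3.01 to -1.45) and -3.63 (-4.30 to -3.16).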

Genes exhibiting a high negative log_2_FC at both the temperatures encoded for example catalase (*UE46_00145, cat*), pyruvate dehydrogenase (*UE46_11900-UE46_11895-UE46_11890-UE46_11885, pdhABCD*) and glutamate synthase (*UE46_10735 and UE46_10730, gltBD*; Table S4b).

Also, for the upregulated genes the majority of the regulated genes encoded proteins involved in metabolic pathways in particular in energy, carbohydrate, coenzyme, and inorganic ion processes. 

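All 7 genes of Table S4a in energy production and conversion were higher anaerobically at each temperature. They are the nitrate reductase genes narGHJI, nirB of nitrite reductase, pflB and the putative nitric oxide dioxygenase gene UE46_14170. All 5 genes in coenzyme transport and metabolism, which belong to the molybdenum cofactor cluster, were higher at each temperature, and so were the 5 in inorganic ion transport and metabolism, among them the MFS transporter gene UE46_11960. Of the 3 genes in carbohydrate transport and metabolism, 3 were higher at 34°C and 0 at 18°C; the difference was not tested. Among these, UE46_03745 of a mannose family PTS, named after its values were seen, had a log2 ratio of 0.72 at 18°C and 1.90 at 34°C and rose in limma (log2 fold change 1.20, standard error 0.23, adjusted p = 0.0201 from limma). The alanine dehydrogenase gene UE46_03355, in amino acid metabolism and likewise named after its values were seen, had 2.71 at 18°C and 0.93 at 34°C and did not pass (adjusted p = 0.0771 from limma).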

Again, many regulated genes were poorly characterized. 

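Of the genes of Table S4a for signal transduction, 3 of 3 were higher anaerobically at 18°C and 2 at 34°C. UE46_01320 and the LuxR family regulator UE46_01325, the only gene of the transcription category, lie in the operon beside nirBD and were higher at each temperature. The Crp/Fnr family regulator UE46_04730 (named after its values were seen) had a log2 ratio of 3.37 (2.94 to 4.04) at 18°C and 0.62 (-0.36 to 1.78) at 34°C, and did not pass in limma (log2 fold change 1.93, standard error 0.61, adjusted p = 0.105 from limma) but did in edgeR (adjusted p = 0.00301). In protein turnover and chaperones both genes, nrdG and pflC, which encode activating proteins of glycyl radical enzymes, were higher at each temperature. The beta-lactamase gene UE46_14290, in defense mechanisms, was higher at 34°C only, a difference that was not tested.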

A small number of the anaerobically upregulated genes were involved in transcription and in cellular processes and signaling. 

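All 6 genes of nitrate and nitrite reductase were higher anaerobically at both temperatures, with a median log2 ratio of 9.38 at 18°C and 8.84 at 34°C. With a prior count of 2 the highest ratio at 18°C was that of narG (UE46_11980), 10.49 (9.97 to 12.16); with the smallest prior count tried narI was higher (11.07 against 10.91), as was nirD, whose ratio has no upper limit at 0 aerobic reads. At both prior counts the highest at 34°C was that of narH (UE46_11975), 9.71 (9.06 to 11.42). At 34°C narG had 9.16 (8.73 to 9.90), and at 18°C narH had 9.73 (9.20 to 11.77). For narJ (UE46_11970) the ratio was 8.82 (8.27 to 12.10) and 8.81 (8.09 to 11.33), and for narI (UE46_11965) 9.31 (8.83 to 16.62) and 8.88 (8.19 to 11.03) at 18 and 34°C. The nitrite reductase gene nirB (UE46_01300) had 8.77 (8.35 to 9.65) and 7.60 (7.19 to 8.27). Its neighbor nirD (UE46_01305) had 0 reads aerobically and 689 anaerobically at 18°C, at least 700.3-fold higher against a floor of 3 reads, and 8.18 (7.44 to 11.27) at 34°C. The 6 genes rank 1, 2, 3, 4, 6 and 7 of 2902 genes at 18°C (narG, narH, nirD, narI, narJ, nirB). At both temperatures UE46_11960, an MFS transporter gene beside narGHJI, ranks 5, with a log2 ratio of 9.25 (8.70 to 11.94) and 8.31 (7.70 to 9.76). All 6 reductase genes rose in limma (6 adjusted over the list alone), and 6 passed without either anaerobic library and 0 without either aerobic one. The study chose these genes on the same libraries, so this is not independent evidence of their direction.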

Among the anaerobically upregulated genes the genes showing the highest log_2_FC at both temperatures encoded nitrate (*narGHJI*) and nitrite (*nirBD*) reductase.

### Validation of RNA sequencing

To validate the transcriptional data, qPCR analyses of selected genes were performed. 

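The 6 genes chosen from the upregulated ones were all higher at 18°C anaerobic than at 18°C aerobic in the sequencing data, set to 100% and given with 95% counting intervals. The nitrate reductase gene narH stood at 120824% (55433 to 329549) at 18°C anaerobic, 128% (36.9 to 462) at 34°C aerobic and 128588% (59043 to 350532) at 34°C anaerobic, from only 6 reads in the reference library. The nitrite reductase gene nirD had 0 reads in the reference library, so that only a lower bound against a floor of 3 reads can be given, at least 66148% at 18°C anaerobic and at least 50702% at 34°C anaerobic; at 34°C aerobic it had 3 reads. The molybdenum cofactor gene moaC (UE46_11930) reached 498% (425 to 584) at 18°C anaerobic, 90.7% (75.1 to 109) at 34°C aerobic and 274% (236 to 320.1) at 34°C anaerobic. For nrdD (UE46_00920), the anaerobic ribonucleotide reductase, the values were 726% (551 to 966), 344% (263 to 454) and 1747% (1377 to 2248) in the same order. UE46_14170 reached 767% (638 to 926), 154% (125 to 189.8) and 556% (468 to 664). The pyruvate formate lyase gene pflB (UE46_08310) was at 632% (607 to 657), 142% (136 to 148) and 626% (604 to 649). The sequencing values come from 1 library per condition, scaled to the smallest library as in the study; the qPCR values have no deposited file and were not used here.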

Among the anaerobically upregulated genes, the genes encoding subunits of the nitrate and nitrite reductases (*narH, nirD*), the molybdenum cofactor biosynthesis protein MoaC (*UE46_11930, moaC*), the catalytic subunit of class III anaerobic ribonucleoside-triphosphate reductase (*UE46_00920, nrdD*), a protein annotated as hypothetical by NCBI (NCBI_PGAP) but annotated as nitric oxide dioxygenase by RAST (*UE46_14170*), and a pyruvate formate lyase (formate acetyltransferase, *UE46_08310, pflB*) were selected (Figure 3A).

**Figure 3:**
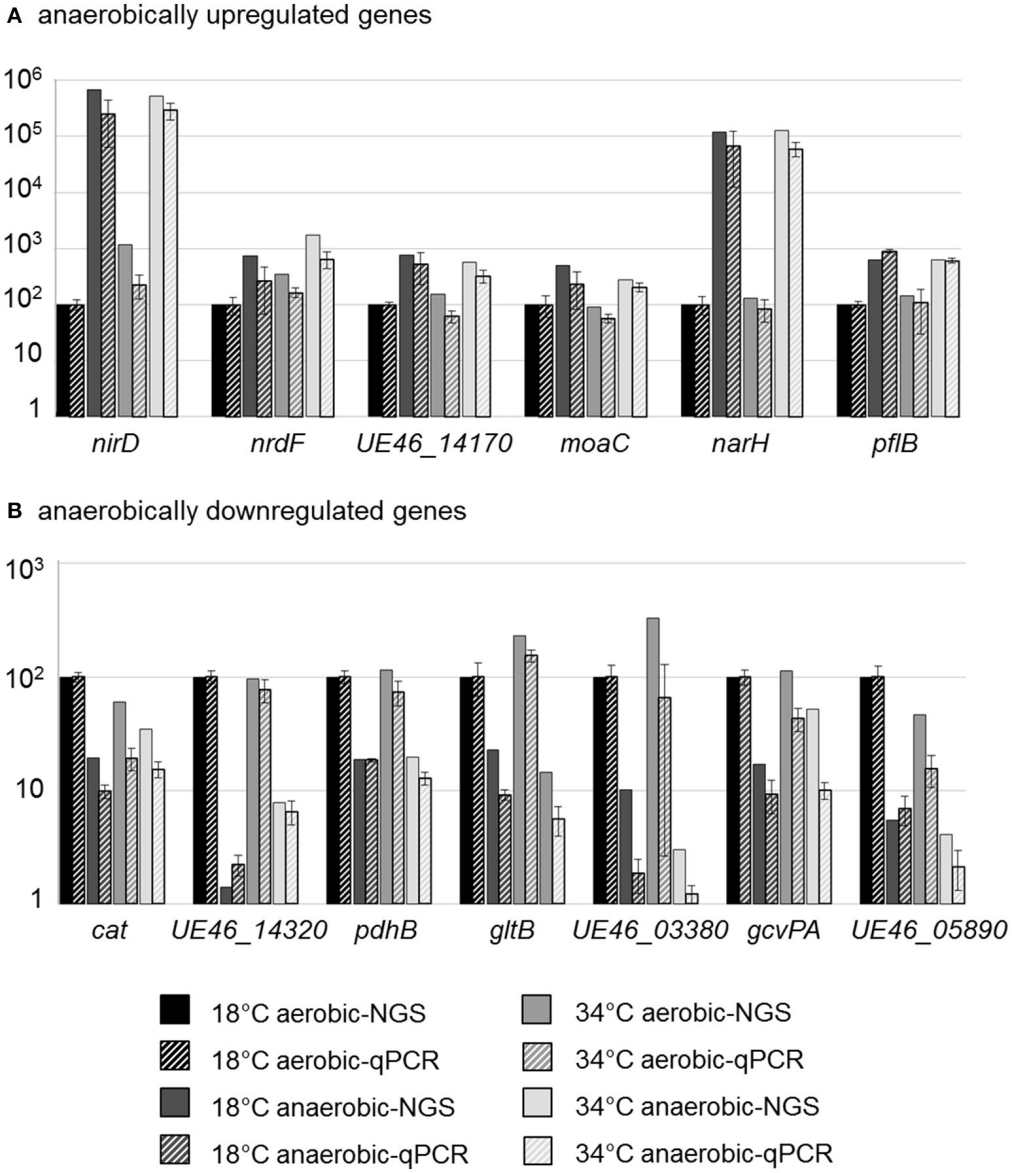
qPCR validation of RNA-NGS data for differently expressed genes. Bars represent the transcriptional level of selected upregulated **(A)** or downregulated **(B)** genes analyzed by NGS (solid bars) or qPCR (striped bars). The depicted data show the relative transcription in % compared to the reference condition (18°C aerobic) which was set to 100%. Bars for qPCR data represent mean values and standard errors from three biologically independent experiments, including technical duplicates.

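The 7 genes chosen from the downregulated ones were all lower anaerobically than aerobically at each temperature in the sequencing data (18°C aerobic set to 100%, 95% counting intervals). The pyruvate dehydrogenase gene pdhB (UE46_11895) stood at 18.9% (17.1 to 20.8) at 18°C anaerobic, 114% (110.4 to 118) at 34°C aerobic and 19.6% (18.4 to 21.0) at 34°C anaerobic. The glutamate synthase gene gltB (UE46_10735) was at 22.6% (15.9 to 31.2), 229.9% (207 to 256) and 14.5% (10.9 to 19.1) in the same order. For gcvPA (UE46_08610), the glycine dehydrogenase, the values were 17.1% (9.45 to 28.8), 113% (94.7 to 135) and 51.7% (40.7 to 65.4). Catalase (cat, UE46_00145) was at 19.4% (16.9 to 22.2), 60.2% (56.8 to 63.7) and 34.9% (32.4 to 37.6). The iron ABC transporter gene UE46_03380 was at 10.2% (2.06 to 30.7) at 18°C anaerobic from 3 reads and at 3.01% (0.358 to 11.2) at 34°C anaerobic from 2 reads, and above the reference at 34°C aerobic (interval 257 to 427%). UE46_14320, the putative L-cystine-binding protein, was at 1.41% (0.170 to 5.12), 96.3% (83.3 to 111) and 7.81% (5.00 to 11.7). The hypothetical protein gene UE46_05890 was at 5.52% (2.01 to 12.2), 46.7% (37.9 to 57.4) and 4.08% (1.94 to 7.61). For all 13 genes of Fig. 3 the interval of the anaerobic to aerobic ratio excluded equal levels at both temperatures, with scaling by total reads or by TMM. The study chose these genes from its calls on the same libraries, so this is not independent evidence of their direction.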

Among the anaerobically downregulated genes, those encoding subunits of pyruvate dehydrogenase (*pdhB*), of glutamate synthase (*gltB*), of glycine dehydrogenase, which is part of the glycine cleavage system in *L. monocytogenes* (Mujahid et al., 2013; *UE46_08610, gcvPA*), catalase (*cat*), an ATP binding protein of a putative iron ABC transporter (*UE46_03380*), a putative L-cystine-binding protein (*UE46_14320*), and a hypothetical protein (*UE46_05890*) were investigated (Figure 3B).

Results from qPCR analysis confirmed the data from the RNA-Seq analysis, which therefore can be regarded as veritable.

### Nitrate supported anaerobic growth of *L. weihenstephanensis* DSM 24698

The genome analysis revealed that nitrate and nitrite reductases are present in *L. weihenstephanensis* DSM 24698. The genes *narGHJI* and *nirBD* showed the strongest transcriptional induction during anaerobic growth, leading to the hypothesis that under anaerobic growth conditions *L. weihenstephanensis* DSM 24698 might switch from aerobic respiration to nitrate respiration.

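Along with the nitrate and nitrite reductases, a quinol oxidase of aerobic respiration changed in the opposite direction. The operon UE46_15985 to UE46_16000 (minus strand, 3370303 to 3374331), which encodes the subunits of a quinol oxidase that passes electrons to oxygen, fell in all 4 genes. Its subunit 1 gene UE46_15995 had a log2 ratio of -1.44 (-1.59 to -1.30) at 18°C and -1.22 (-1.32 to -1.13) at 34°C, and a log2 fold change of -1.44 (standard error 0.13, adjusted p = 0.000652 from limma). The genes of the other terminal oxidase, the cytochrome bd type (UE46_14960 to UE46_14975), did not pass in the same test; UE46_14970 had -0.20 (adjusted p = 0.632 from limma). Of the 8 terminal oxidase genes listed before the data were examined, 4 fell, 0 rose and 4 did not pass (5 lower adjusted over the list alone), and 4 were lower at each temperature. Beside nirBD, which spans 286326 to 289043, lies the operon UE46_01315 to UE46_01330 (290122 to 293019) with the LuxR family regulator gene UE46_01325. All 4 of its genes were higher at both temperatures (median log2 ratio 5.15 and 4.06) and rose in limma (4 adjusted over the list alone); they are in Table S4a, so this is not independent evidence. UE46_01320 had a log2 fold change of 4.46 (standard error 0.26, adjusted p = 4.03e-05 from limma). Without either aerobic library 0 of these 4 genes passed in limma, without either anaerobic one 3, and 0 of the quinol oxidase genes with any 1 library left out. From the strongest induction being that of narGHJI and nirBD, the paper proposes that the strain may turn from aerobic to nitrate respiration when oxygen is lacking.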

To test the hypothesis that the presence of nitrate could support the anaerobic growth of *L. weihenstephanensis* DSM 24698, growth analyses were performed. Growth was analyzed (Bioscreen C) at 34°C in the presence and absence of sodium nitrate (10 vs. 0 mM) under both aerobic and anaerobic conditions. First experiments in BHI medium did not reveal a significant growth induction in the presence of sodium nitrate (data not shown). However, the same experiments performed in a modified minimal medium (Figure 4) showed that anaerobically the presence of sodium nitrate led to a statistically significant increase of growth which was characterized by gaining a higher OD_600_ before reaching the stationary phase. Also, in the aerobic culture a slight growth induction in the presence of sodium nitrate was observed, albeit this increase was not statistically significant. It might well be that that at high cell densities a low oxygen tension in the medium results in a switch to nitrate respiration in the “aerobic” culture.

**Figure 4:**
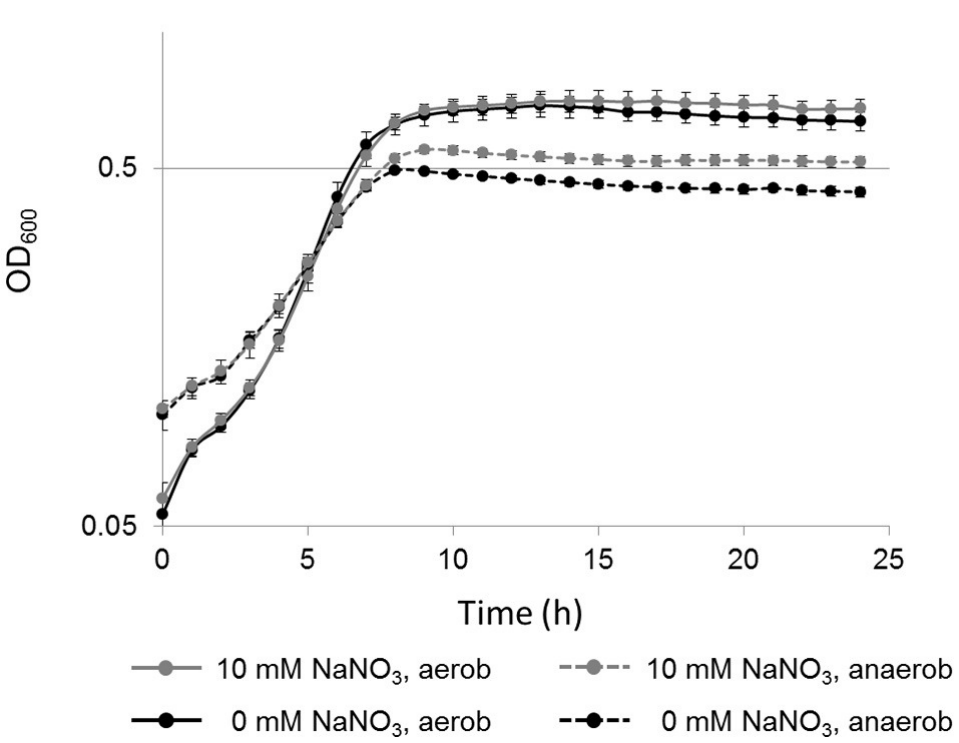
Nitrate-dependent growth of *L. weihenstephanensis* DSM 24698. Growth curves (y-axis logarithmic scale) for *L. weihenstephanensis* DSM 24698 grown at 34°C in a modified minimal medium aerobically (solid lines) and anaerobically (dotted lines), in the presence (gray lines) or absence (black lines) of nitrate (10 vs. 0 mM NaNO_3_) are shown. OD_600_ was measured every hour. All data points represent means ± standard error from seven independent biological replicates. Statistically significant differences in growth between cultures supplemented with NaNO_3_and those without NaNO_3_ were observed during anaerobic (student's *t*-test, *p* < 0.05 for time point 8 h, *p* < 0.005 for time points 9–24 h), but not during aerobic growth.

## Discussion

### Genome sequence of *L. weihenstephanensis* DSM 24698

In this study the genome sequence of *L. weihenstephanensis* DSM 24698 was revealed, being the first complete circularized chromosome of a member of the *Listeria* sensu lato phylogenetic group (Chiara et al., 2015). With a size of 3.4 Mbp the genome of *L. weihenstephanensis* DSM 24698 is larger than the genome of the members of the *Listeria* sensu stricto group with a size of ~2.8–3.0 Mbp (Glaser et al., 2001; Hain et al., 2006; den Bakker et al., 2010; Steinweg et al., 2010; Buchrieser et al., 2011), but comparable to the genome size of *L. rocourtiae, L. cornellensis, L. riparia, L. grandensis, L. newyorkensis*, and *L. booriae* (3.2–3.5 Mbp; den Bakker et al., 2014; Weller et al., 2015), which belong to the same *Listeria* sensu lato phylogenetic subclade as *L. weihenstephanasis* (Chiara et al., 2015). The main virulence genes from the human pathogen *L. monocytogenes* which allow attachment to and invasion into host cells and cell to cell spread are missing in *L. weihenstephanensis* DSM 24698 as well as in all other members of the *Listeria* sensu lato group, which readily explains why none of these recently described species has been associated with human or animal disease.

Genes present in *L. weihenstephanensis* DSM 24698 and at least partially in all the other members of the *Listeria* sensu lato phylogenetic clade, except for *L. floridensis*, are the genes encoding nitrate and nitrite reductases. This goes in line with the observation that all the members of the *Listeria* sensu lato group except for *L. floridensis* have the capability to reduce nitrate (den Bakker et al., 2014).

### Anaerobic nitrate and nitrite reduction in *L. weihenstephanensis* DSM 24698

The genes encoding nitrate reductase (*narGHJI*) were induced during anaerobic growth of *L. weihenstephanensis* DSM 24698 in BHI medium which did not contain supplementary nitrate. This indicates an oxygen-dependent transcriptional regulation of the *nar*-genes, which has also been described for other bacteria like *Staphylococcus aureus* (Fuchs et al., 2007) and *Bacillus subtilis* (Ye et al., 2000). 

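Transcripts of nitrate reductase were nearly absent from the aerobic libraries. At 18°C narG, which encodes the catalytic subunit, had 8 reads aerobically and 5178 anaerobically, and at 34°C 26 and 12664. For narH the reads were 6 and 2517 at 18°C and 7 and 6036 at 34°C. The genes narJ and narI had 3 and 1 reads aerobically and 891 and 835 anaerobically at 18°C. Normalized to the smallest library, narG reached 5620.1 reads at 34°C anaerobic, close to its level at 18°C anaerobic. All 4 genes rose anaerobically, narG with a log2 fold change of 9.85 (standard error 0.33, adjusted p = 2.79e-06 from limma) and narH with 9.83 (standard error 0.21, adjusted p = 3.31e-07 from limma). For temperature, narI had an adjusted p of 0.0660 and narH of 0.560 from limma, so neither passed, which does not show that their levels were equal. For narG the adjusted p from limma ranged from 0.00882 to 0.243 when 1 library was left out, and the call ended without either aerobic library. All libraries came from BHI medium, so a response to nitrate was not measured here.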

Interestingly, the addition of sodium nitrate did not support anaerobic growth of *L. weihenstephanensis* DSM 24698 in BHI medium, but in a modified minimal medium, suggesting that nitrate respiration causes a growth advantage only under nutrient limited conditions. Preliminary results indeed indicate an accumulation of nitrite in the supernatant of anaerobically grown *L. weihenstephanensis* DSM 24698 cultures in modified minimal medium to which sodium nitrate was added (Table S5). Interestingly, the amount of glucose that was added as carbon source to the minimal medium seamed to influence the reduction of nitrate to nitrite. The less glucose was present in the medium, the more nitrite was detected in the culture supernatant. It is therefore tempting to speculate, that in BHI, which contains glucose in a concentration of 2 g L^−1^, the presence of glucose inhibits nitrate reduction. This would explain the observation that in BHI the supplementation of nitrate did not improve anaerobic growth. Such an inhibitory effect of glucose on nitrate respiration has also been described for other bacteria like *Lactobabacillus plantarum* (Brooijmans et al., 2009).

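The 9 genes UE46_11960 to UE46_11920 beside narGHJI lie on the minus strand from 2460559 to 2467153 and were higher anaerobically in 9 genes at 18°C and 8 at 34°C. Most of them encode enzymes of molybdenum cofactor synthesis, and UE46_11955 the binding protein of a molybdate transporter. The median log2 ratio was 2.33 at 18°C and 1.46 at 34°C. The highest at 18°C after UE46_11960 was UE46_11940, for molybdenum cofactor biosynthesis protein E, with 2.98 (2.75 to 3.26) at 18°C and 1.61 (1.41 to 1.81) at 34°C. The gene moaC (UE46_11930) had 2.38 (2.17 to 2.63) and 1.72 (1.50 to 1.97) and a log2 fold change of 1.95 (standard error 0.22, adjusted p = 0.00170 from limma). UE46_11955 had 2.11 (1.84 to 2.41) and 1.13 (0.86 to 1.44) and a log2 fold change of 1.52 (standard error 0.27, adjusted p = 0.0155 from limma), which was 0.97 to 2.06 without 1 library and a temperature term. The FMN reductase gene UE46_11920 at the end of the cluster had 1.95 (1.42 to 2.64) and 0.83 (0.29 to 1.45) and did not pass in limma (adjusted p = 0.0784) but did in edgeR (0.0113). In limma 8 of the 9 genes rose (9 adjusted over the list alone). Without 1 library and a temperature term the log2 fold change was 8.39 to 9.45 for the MFS transporter gene UE46_11960. For the other genes it was far smaller, from 0.82 (UE46_11920) to 2.62 (UE46_11940). The cluster was chosen by the study on these libraries, so its direction is not independent evidence.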

Besides genes encoding nitrate reductase, a gene cluster, which is located next to the nitrate reductase operon and which encodes genes involved in the biosynthesis of the molybdenum cofactor (*UE46_11960*-*UE46_11920*) was anaerobically stronger transcribed than aerobically. The molybdenum cofactor is essential for the functionality of nitrate reductases (reviewed in Coelho and Romão, 2015). Nitrate respiration has neither been described yet for any *Listeria* spp. nor for any member of the genus *Brochothrix*, the other genus in the family *Listeriaceae*. However, other members of the order *Bacillales* like *B. subtilis* (Hoffmann et al., 1998) and *Staphylococcus carnosus* (Neubauer and Götz, 1996) are able to perform anaerobic nitrate respiration.

Both, *B. subtilis* and *S. carnosus* further reduce nitrite to ammonia (Neubauer and Götz, 1996; Hoffmann et al., 1998). Our data indicate that nitrite reduction to ammonia might also occur in *L. weihenstephanensis* DSM 24698. 

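Nitrite reductase, which reduces nitrite to ammonia, was strongly transcribed in the anaerobic libraries alone. The gene nirB (UE46_01300) had 21 reads aerobically and 3430 anaerobically at 18°C and 30 and 4899 at 34°C. Normalized to the smallest library, nirB reached 2174 and nirD (UE46_01305) 528 reads at 34°C anaerobic. Both genes rose, nirB with a log2 fold change of 8.14 (standard error 0.29, adjusted p = 2.79e-06 from limma) and nirD with 9.38 (standard error 0.49, adjusted p = 2.29e-05 from limma), a value that depends on the added 0.5 because of the 0 reads at 18°C aerobic. When 1 library was left out the adjusted p of nirB from limma ranged from 0.00585 to 0.422, and the call ended without either aerobic library. The formate/nitrite transporter gene UE46_12600 (named after its values were seen) had a log2 ratio of 2.34 at 18°C and 1.68 at 34°C and a log2 fold change of 1.92 (standard error 0.27, adjusted p = 0.00511 from limma).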

We observed a strong upregulation of genes encoding nitrite reductase (*nirBD*) under anaerobic conditions. A reduction of nitrite to ammonia under anaerobic conditions would supply ammonia which could be used for anabolic processes.

It has been shown recently that ammonium is a better nitrogen source for *L. monocytogenes* than glutamine (Kaspar et al., 2014). Under low ammonium concentrations like e.g., in the host cell cytosol, transcription of genes encoding glutamine synthase (*glnA*), and glutamate synthase (*gltAB*) was induced in *L. monocytogenes*. 

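Glutamate synthase, which forms glutamate from glutamine and oxoglutarate, was transcribed more strongly in both aerobic cultures. The gene UE46_10735 had 177 normalized reads aerobically and 40.0 anaerobically at 18°C, and 407 and 25.7 at 34°C. UE46_10730 had 76.7 and 16.0 at 18°C and 184 and 12.9 at 34°C. Both genes fell anaerobically, UE46_10735 with a log2 fold change of -3.04 (standard error 0.39, adjusted p = 0.00324 from limma) and UE46_10730 with -3.01 (standard error 0.38, adjusted p = 0.00324 from limma). With 1 library left out and no temperature term their log2 fold changes were -3.64 to -2.45 and -3.64 to -2.38, with an adjusted p from limma of at least 0.100 and 0.190; with all 4 libraries and no temperature term it was 0.141 and 0.170, so both calls already end when the term alone is dropped.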

In this study, a stronger transcription of *gltAB* was observed during aerobic growth, a condition under which ammonium could not be generated from nitrate via nitrite by anaerobic respiration. Furthermore, the stronger transcription of genes encoding a putative glutamine ABC transporter (UE46_13335 and UE46_13340 [*glnQ*]) and an ammonia channel protein (UE46_09395) aerobically might reflect a lower nitrogen source supply under aerobic conditions.

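Of 7 genes of glutamate synthase, glutamine and ammonium metabolism and transport, listed before the data were examined, 4 were lower anaerobically at 18°C and 7 at 34°C, with a median log2 ratio of -1.20 and -2.48. The glutamine ABC transporter genes were lower at both temperatures. The permease gene UE46_13335 had a log2 ratio of -1.37 (-1.92 to -0.91) at 18°C and -2.74 (-3.28 to -2.33) at 34°C, and glnQ (UE46_13340) had -1.20 (-1.64 to -0.81) and -2.48 (-2.97 to -2.09). Both fell, with a log2 fold change of -2.18 (standard error 0.35, adjusted p = 0.00920 from limma) for UE46_13335 and -1.96 (standard error 0.33, adjusted p = 0.0114 from limma) for glnQ; without 1 library and a temperature term these were -2.69 to -1.67 and -2.61 to -1.30. The ammonia channel gene UE46_09395 had -0.71 (-1.74 to 0.11) at 18°C, an interval that includes equal levels, and -2.37 (-3.60 to -1.63) at 34°C, from 67 and 13 reads at 18°C and 82 and 11 at 34°C. Its log2 fold change was -1.69 (standard error 0.48, adjusted p = 0.0761 from limma), which does not pass, and in edgeR the adjusted p was 0.0194. The glutamine synthetase gene UE46_08085 had -0.12 (-0.22 to -0.02) and -1.02 (-1.12 to -0.92) and did not pass (adjusted p = 0.0989 from limma). In limma 4 of the list fell (7 adjusted over the list alone), and 0 passed with any 1 library left out. Part of this list is named by the study from these libraries, so it is not independent evidence.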

Worth mentioning is also the anaerobic upregulation of a gene encoding a putative nitric oxide dioxygenase (*UE46_14170*). This enzyme might be involved in the detoxification of nitric oxide, which can be produced in the presence of nitrite via Nar-type nitrate reductases (Vine et al., 2011; Rowley et al., 2012).

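The gene UE46_14170 was higher anaerobically at both temperatures, with a log2 ratio of 3.00 (2.76 to 3.29) at 18°C and 1.98 (1.77 to 2.21) at 34°C. Its reads were 160 aerobically and 426 anaerobically at 18°C, and 224 and 696 at 34°C. It rose in the fit over all 4 libraries, with a log2 fold change of 2.39 (standard error 0.26, adjusted p = 0.00170 from limma), and was not called with any 1 library left out (adjusted p 0.128 to 1.0, limma). It ranks 14 from the top among 2902 genes at 18°C and 26 at 34°C.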

### Common features and differences in the oxygen dependent adaptation of *L. weihenstephanensis* DSM 24698 and *L. monocytogenes*

All these adaptations of *L. weihenstephanensis* DSM 24698 to changes in oxygen supply described so far were not reported for *L. monocytogenes*, which might be due to the lack of nitrate and nitrite reductases in the human pathogen. However, some similarities between the oxygen dependent adaptations of these two species were also observed. Anaerobically, transcription of genes encoding an anaerobic ribonucleosid-triphosphat reductase system (*nrdDG*) was induced both in *L. weihenstephanensis* and in *L. monocytogenes* (Müller-Herbst et al., 2014).

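The class III ribonucleotide reductase, a glycyl radical enzyme that works only without oxygen, was higher anaerobically at both temperatures. The gene nrdD (UE46_00920) had a log2 ratio of 2.89 (2.54 to 3.35) at 18°C and 2.47 (2.28 to 2.70) at 34°C, and nrdG (UE46_00925), for its activating protein, had 2.43 (1.78 to 3.49) and 2.76 (2.37 to 3.29). They lie in an operon on the plus strand from 212851 to 216321. Both rose anaerobically, with a log2 fold change of 2.59 (standard error 0.21, adjusted p = 0.000358 from limma) for nrdD and 2.54 (standard error 0.30, adjusted p = 0.00208 from limma) for nrdG. Both also rose from 18 to 34°C, nrdD with a log2 fold change of 1.51 (standard error 0.21, adjusted p = 0.00454 from limma) and nrdG with 1.51 (adjusted p = 0.0135 from limma); without 1 library and an oxygen term these were 0.09 to 2.93 and 0.19 to 2.84 (adjusted p at least 0.430 and 0.462), and with all 4 libraries and no oxygen term the adjusted p was 0.518 and 0.516. Of the 2 genes of the class I reductase, which needs oxygen, neither was higher or lower at either temperature. UE46_04465 had -0.47 (-0.62 to -0.33) at 18°C and 0.47 (0.38 to 0.56) at 34°C (adjusted p = 0.801 from limma) and UE46_04470 had -0.13 (-0.35 to 0.09) and 0.58 (0.46 to 0.70) (adjusted p = 0.779 from limma). In the fits without 1 library and without a temperature term nrdD had a log2 fold change of 1.71 to 3.47 and an adjusted p from limma of at least 0.262; with all 4 libraries and no such term the adjusted p was 0.434, so the call already ends when the term alone is dropped. The pair nrdDG was chosen by the study (2 of 2 higher adjusted over the list alone), the class I genes were not (0 of 2).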

In both organisms the gene encoding catalase (*cat*) was stronger transcribed aerobically. This protein is involved in the detoxification of hydrogen peroxide, a toxic byproduct of aerobic respiration. Furthermore, in both species there was a stronger aerobic transcription of genes encoding proteins of the glycine cleavage system [*gcvT-gcvPA-gcvPB*; *lmo1348-lmo1350* in *L. monocytogenes* (Mujahid et al., 2013; Müller-Herbst et al., 2014), *UE46_08615-UE46_08610-UE46_08615* in *L. weihenstephanensis* DSM 24698]. 

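Catalase had 1153 normalized reads aerobically and 224 anaerobically at 18°C, and 694 and 403 at 34°C. It fell in the fit over both temperatures, with a log2 fold change of -1.57 (standard error 0.32, adjusted p = 0.0230 from limma). Of 13 genes of oxidative stress defense, listed before the data were examined, 3 were lower anaerobically at 18°C and 1 at 34°C, and none was higher. In limma 3 fell, 0 rose and 10 did not pass (5 lower adjusted over the list alone). Besides catalase, the peroxidase gene UE46_09855 fell, with -1.02 (-1.45 to -0.63) at 18°C and -1.36 (-1.99 to -0.86) at 34°C and a log2 fold change of -1.31 (standard error 0.26, adjusted p = 0.0208 from limma), and so did the thioredoxin gene UE46_07790, with -0.79 (standard error 0.16, adjusted p = 0.0208 from limma). The median log2 ratio of the list was -0.46 at 18°C and -0.12 at 34°C. On TMM-scaled values 2 genes of the list passed in limma, and 3 in edgeR and 1 in DESeq2. No gene of the list passed in limma with 1 library left out, and for catalase the adjusted p was then at least 0.196; without a temperature term as well, the log2 fold change was then -1.99 to -1.15 for catalase and -2.25 to -0.37 for UE46_09855.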

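The genes gcvT (UE46_08615), gcvPA (UE46_08610) and gcvPB (UE46_08605) of the glycine cleavage system were all lower anaerobically at 18°C. Their log2 ratios were -2.39 (-4.27 to -1.33), -2.39 (-3.32 to -1.71) and -2.69 (-3.96 to -1.86). At 34°C they were -1.06 (-1.65 to -0.57), -0.98 (-1.34 to -0.65) and -1.01 (-1.39 to -0.67), so that gcvPA stayed just under a 2-fold difference. All 3 genes fell in the fit over both temperatures. The log2 fold change was -1.99 (standard error 0.40, adjusted p = 0.0235 from limma) for gcvPB, -1.81 (standard error 0.35, adjusted p = 0.0197 from limma) for gcvPA and -1.89 (standard error 0.41, adjusted p = 0.0300 from limma) for gcvT. The reads behind gcvT were 93 aerobically and 5 anaerobically at 18°C and 112 and 41 at 34°C. A smaller response at 34°C was not tested against the response at 18°C, and with 1 library left out and no temperature term the log2 fold changes were -3.04 to -0.95 for gcvPB, -2.59 to -1.03 for gcvPA (adjusted p at least 0.174 from limma) and -2.78 to -1.01 for gcvT.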

The net reaction catalyzed by the glycine cleavage system is the reversible conversion of Glycine + H_4_folate + NAD^+^ to 5,10-methylene-H_4_folate + CO_2_ + NH_3_ + NADH + H^+^ (reviewed in Kikuchi et al., 2008). Together with a serine hydroxymethyltransferase (*UE46_02440*), which was also stronger transcribed aerobically in *L. weihenstephanensis* DSM 24698, the overall reaction catalyzes the conversion of 2 glycine + NAD^+^ + H_2_O to serine + CO_2_ + NH_3_ + NADH + H^+^ (reviewed in Kikuchi et al., 2008). 

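The serine hydroxymethyltransferase gene UE46_02440, which links glycine and serine through a folate carrier, was lower anaerobically at both temperatures, with a log2 ratio of -2.42 (-2.85 to -2.06) at 18°C and -1.69 (-2.15 to -1.31) at 34°C. It fell anaerobically, with a log2 fold change of -2.18 (standard error 0.24, adjusted p = 0.00170 from limma). It also fell from 18 to 34°C, by 1.42 on the log2 scale (standard error 0.24, adjusted p = 0.00843 from limma). In fits without 1 library and the term for the other factor its log2 fold change was -3.06 to -1.30 for oxygen and -2.68 to -0.17 for temperature (adjusted p at least 0.445 and 0.424). Together with the glycine cleavage genes, 4 of 4 genes were lower at 18°C and 3 at 34°C (median log2 ratio -2.41 and -1.04), and 4 fell in limma (4 adjusted over the list alone). The study chose these genes on the same libraries, so this is not independent evidence, and 0 of them passed with any 1 library left out.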

In both reactions NH_3_ and NADH/H^+^ could arise. Because of the need for balancing the NADH/H^+^ to NAD^+^ ratio to assure the catabolic capacity of the organism, it makes perfect sense for *L. monocytogenes* to reduce NADH/H^+^ generating reactions anaerobically, when NADH/H^+^ can only be converted to NAD^+^ via fermentative pathways and not via the respiratory chain. In *L. weihenstephanensis* DSM 24698, in which a respiratory chain is supposed to be active during anaerobic nitrate respiration, the main function of these systems might be the provision of NH_3_ as nitrogen source under aerobic growth conditions.

Also the genes encoding another NADH/H+ producing enzyme complex, the pyruvate dehydrogenase, were anaerobically downregulated in both *L. weihenstephanensis* and *L. monocytogenes*. 

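Pyruvate dehydrogenase, whose genes were highly transcribed in the aerobic libraries, fell in all 4 genes anaerobically (4 adjusted over the list alone). The gene pdhD (UE46_11885) had 4885 normalized reads aerobically and 845 anaerobically at 18°C, and 5172 and 913 at 34°C; pdhA (UE46_11900) had 2174, 425, 2312 and 436 in the same order. The log2 fold change was -2.52 (standard error 0.11, adjusted p = 9.23e-06 from limma) for pdhD and -2.55 (standard error 0.12, adjusted p = 1.14e-05 from limma) for pdhC (UE46_11890). The median log2 ratio of the 4 genes was -2.37 at 18°C and -2.38 at 34°C. Of 6 genes of the citric acid cycle and pyruvate carboxylase, listed before the data were examined, 1 fell (1 adjusted over the list alone) and none was 2-fold higher or lower at either temperature (median -0.19 and -0.28). The falling gene was the aconitate hydratase UE46_08185, with a log2 fold change of -0.68 (standard error 0.13, adjusted p = 0.0204 from limma); no gene of the list passed in limma on TMM-scaled values or in DESeq2 (1 and 1 at an unadjusted p under 0.05), where edgeR passed 1, and without 1 library and a temperature term UE46_08185 had -1.17 to -0.19 (adjusted p at least 0.474). The citrate synthase UE46_09665 had -0.40 (standard error 0.18, adjusted p = 0.242 from limma). Of the 4 pdh genes 4 passed in limma without either anaerobic library and 0 without either aerobic one. They were chosen by the study on the same libraries, so their direction is not independent evidence.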

Conversion of pyruvate to acetyl-CoA via pyruvate dehydrogenase is the major pathway to remove pyruvate from the metabolic pool during aerobic growth. However, also anaerobically pyruvate must be removed to allow carbon catabolism to continue. In *L. monocytogenes* pyruvate is mainly converted to lactate via lactate dehydrogenase anaerobically, thereby recycling NADH/H^+^ to NAD (Romick et al., 1996). In *L. weihenstephanensis* DSM 24698 the physiological role of the anaerobic downregulation of pyruvate dehydrogenase remains to be elucidated. However, downregulation of pyruvate dehydrogenase genes during nitrate respiration has also been described for *B. subtilis* (Ye et al., 2000).

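Pyruvate formate lyase, a glycyl radical enzyme that splits pyruvate into acetyl-CoA and formate, was higher anaerobically at both temperatures. The gene pflB (UE46_08310) had a log2 ratio of 2.74 (2.68 to 2.80) at 18°C and 2.28 (2.23 to 2.32) at 34°C, and pflC (UE46_08305) had 2.43 (2.30 to 2.57) and 2.33 (2.23 to 2.45). Both rose, pflB with a log2 fold change of 2.40 (standard error 0.14, adjusted p = 4.03e-05 from limma) and pflC with 2.27 (standard error 0.14, adjusted p = 4.86e-05 from limma). From 1244 normalized reads aerobically, pflB reached 7858 anaerobically at 18°C, and from 1768 it reached 7783 at 34°C. Of 9 further genes of fermentation, listed before the data were examined, 2 rose, 0 fell and 7 did not pass (2 higher adjusted over the list alone). The lactate dehydrogenase gene UE46_00975 rose with a log2 fold change of 1.01 (standard error 0.15, adjusted p = 0.00633 from limma), and the acetaldehyde dehydrogenase gene UE46_08210 with 1.05 (standard error 0.18, adjusted p = 0.0118 from limma). Their log2 ratios were 1.36 (1.29 to 1.44) and 1.55 (1.50 to 1.60) at 18°C and 0.89 (0.82 to 0.95) and 0.78 (0.74 to 0.82) at 34°C. Without 1 library and a temperature term UE46_00975 had a log2 fold change of 0.78 to 1.25 and UE46_08210 of 0.66 to 1.45, with an adjusted p of at least 0.289 and 0.443, and with all 4 libraries and no such term 0.336 and 0.449. The acetate kinase gene UE46_09845 had an adjusted p of 0.225 from limma. Without 1 library and without a temperature term pflB had a log2 fold change of 2.14 to 2.65 and an adjusted p from limma of at least 0.0653, against 0.0239 with all 4 libraries and no such term. Of the pair, 2 of 2 genes were higher adjusted over the list alone, which is not independent evidence for a pair the study chose.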

In *L. weihenstephanensis* DSM 24698 an anaerobic upregulation of a gene cluster encoding a pyruvate formate lyase-activating protein (*pflC*) and a formate acetyltransferase (*pflB*) was observed, which together are responsible for the conversion of pyruvate to acetyl-CoA and formate. Formate can be used as electron donor in the nitrate respiratory chain (reviewed in Unden and Bongaerts, 1997) and could thereby compensate the lower production of NADH/H^+^.

In general, our data indicated that, albeit there are some similarities between the adaptations to oxygen concentration in *L. monocytogenes* and *L. weihenstephanensis* DSM 24698, the general adaptation to anaerobiosis differs in these two closely related species. In both organisms a gene encoding the subunit E1 of 2-oxoglutarate dehydrogenase is missing (Glaser et al., 2001, this study) causing a split of the citric acid cycle into an oxidative and a reductive branch, which has been shown via elegant physiological experiments for *L. monocytogenes* (Trivett and Meyer, 1971; Eisenreich et al., 2006). An incomplete citric acid cycle further implicates that pyruvate can't be oxidized completely to carbon dioxide. Even aerobically, fermentative pathways have to be used simultaneously to aerobic respiration, not to generate energy, but to get rid of pyruvate, the accumulation of which would inhibit glucose catabolism. Anaerobically, *L. monocytogenes* shifts its metabolism to fermentation only to ensure its energy production. *L. weihenstephanensis* DSM 24698 on the other site has the capacity to perform nitrate respiration for energy production during anaerobic growth. Nevertheless, both aerobic respiration and anaerobic nitrate respiration has to be accompanied by fermentative pathways to get rid of pyruvate.

### Temperature-independent adaptation to oxygen availability

For *L. monocytogenes* it has been shown previously that temperature has a massive impact on transcriptional regulation. Best studied examples are the temperature dependent regulation of virulence genes via PrfA (Leimeister-Wächter et al., 1992; Johansson et al., 2002), of flagella genes (Williams et al., 2005) and metabolic adaptations, e.g., temperature dependent expression of genes encoding enzymes involved in nitrogen metabolism (Kaspar et al., 2014). These temperature-dependent adaptations are thought to allow a perfect adaptation to the respective ecological niche as saprophyte in the environment or as an intracellular pathogen in the human host (reviewed in Freitag et al., 2009). 

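More genes passed for temperature itself than for oxygen in the fit with both terms. From 18 to 34°C 298 genes rose and 286 fell, against 239 genes for oxygen in limma. The largest increases were in the thiamine operon UE46_15265 to UE46_15280, where the phosphomethylpyrimidine kinase gene UE46_15270 rose from 2 and 0 reads at 18°C to 420 and 90 at 34°C (aerobic and anaerobic), a log2 fold change of 6.71 (standard error 0.45, adjusted p = 0.000197 from limma) whose size depends on the added 0.5. The magnesium ABC transporter ATPase gene UE46_01980 rose with 5.94 (standard error 0.35, adjusted p = 0.000170 from limma) and the FtsW gene UE46_01975 with 5.65 (standard error 0.31, adjusted p = 0.000134 from limma). The largest decreases were those of the hypothetical protein genes UE46_03160, with -6.23 (standard error 0.41, adjusted p = 0.000194 from limma), and UE46_03155, with -6.19 (standard error 0.20, adjusted p = 7.74e-06 from limma) from 4449 and 1441 reads at 18°C to 44 and 53 at 34°C. The oxygen responses resembled each other across the temperatures. Over the 1965 genes with at least 50 reads at each temperature, Pearson's r of the log2 ratios at 18 and 34°C was 0.773 (across genes, which are not independent replicates). Of the 458 genes higher or lower at either temperature, 140 were so at both in the same direction, 185 at 18°C only and 130 at 34°C only. In opposite directions were 3 (UE46_00250, UE46_00260 and UE46_04735, named after their values were seen). UE46_00250 has 0 reads in 1 library, where its ratio depends on the prior count. With 1 library left out (no oxygen term), 0 genes passed for temperature in limma without the 18°C aerobic, 18°C anaerobic, 34°C aerobic or 34°C anaerobic library, with 579, 347, 342 and 257 genes at an unadjusted p under 0.05; with all 4 libraries and no oxygen term 4 passed. In the matching fit for oxygen with all 4 libraries and no temperature term 23 passed, so that temperature did not have more genes than oxygen there. Nor did it with 1 library left out, or in limma with both terms and no variance trend (0 and 2). At an unadjusted p under 0.05 in limma, temperature had more genes with all 4 libraries and no other term (604 against 218) and with no variance trend (791 against 494). With both terms edgeR gave 712 and DESeq2 285. No run or batch is given per library, so a batch that follows temperature cannot be separated from it.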

The study of the oxygen dependent adaptation of *L. weihenstephanensis* DSM 24698 at 18 and 34°C, performed in this study, did not reveal a massive impact of the temperature on transcription, at least not on the oxygen dependent adaptation. 

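The response to oxygen differed by 4-fold or more between the temperatures for 38 genes, 13 with a higher ratio at 34°C and 25 with a lower one. For each of them the 95% counting interval of the difference (normal approximation) excluded equal responses. The intervals were not adjusted for the 2902 genes screened, so counting error alone may account for some of the 38. For UE46_08095, for example, the difference was 2.51 (0.04 to 4.98). Of the 38 genes 3 (UE46_00250, UE46_04720 and UE46_04725) have 0 reads in a library, where the difference depends on the prior count. The genes named here were chosen after their values were seen unless said otherwise. The fructose PTS operon UE46_13455 to UE46_13465 was near equal levels at 18°C and far lower anaerobically at 34°C. Its transporter gene UE46_13455 had a log2 ratio of -0.37 (-0.53 to -0.20) at 18°C and -6.63 (-7.42 to -6.14) at 34°C, and the phosphofructokinase gene UE46_13460 had -0.18 (-0.41 to 0.03) and -6.01 (-7.31 to -5.36) (both among the lowest at 34°C, as the rule for naming genes asks). All 3 genes were lower at 34°C and 0 at 18°C, and 0 fell in limma over both temperatures (3 at an unadjusted p under 0.05, 0 in edgeR, and 3 adjusted over the list alone, for an operon chosen by the study). Among iron transport genes, the ferrous iron transporter B gene UE46_04405 was lower at both temperatures, with -1.41 (-2.07 to -0.86) at 18°C and -5.11 (-6.93 to -4.33) at 34°C, and UE46_06690, for iron-dicitrate, was lower at 34°C, with -3.43 (-4.39 to -2.84), and within counting error of equal levels at 18°C, with -0.40 (-0.98 to 0.12). The neighboring genes UE46_04720 and UE46_04725, a multidrug MFS transporter, were among the highest at 18°C, with 7.25 (6.69 to 10.54) and 6.90 (6.42 to 8.12); at 34°C they had 0 and 0 reads aerobically and 2 and 4 anaerobically, too few for a ratio. The ABC transporter gene UE46_04735 beside them had 1.28 (0.81 to 1.80) at 18°C and -2.26 (-3.37 to -1.56) at 34°C. The beta-glucoside kinase gene UE46_00250 had 14 reads aerobically and 0 anaerobically at 18°C, at least 1.53-fold lower against a floor of 3 reads, and was higher at 34°C (3 and 33, log2 ratio 3.08 (2.14 to 6.16)). No replicate exists within a condition, so these differences were not tested against the spread between cultures.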

Differences that were observed between the oxygen dependent transcriptional profiles at 18 and 34°C are more likely due to stringent selection criteria applied for the determination of regulated genes, than to a real effect of temperature, as most of the genes showing a significant regulation at just one of the two investigated temperatures, showed the same tendency of regulation also at the other temperature. This underlines the hypothesis that *L. weihenstephanensis* is a true environmental species which has no need to adapt to a host.

## Conclusion

This study is the first one that provided a complete genome, a transcriptome and an operon map of a member of the *Listeria* sensu lato phylogenetic clade. The capability of *L. weihenstephanensis* DSM 24698 to reduce nitrate and probably nitrite, which is shared, according to genome comparison, at least partially with all other members of the *Listeria* sensu lato group except for *L. floridensis*, clearly separates this phylogenic group from the members of the *Listeria* sensu stricto group. However, further studies need to be conducted before a reclassification of the *Listeria* sensu lato group in novel genera, which was suggested recently (Orsi and Wiedmann, 2016), should be considered.

## Author contributions

EF: Performed experiments, data analysis, wrote the manuscript. MW: Bioinformatics. CH: Performed together with EF, DNA sequencing, bioinformatics. SS: Supervised the project, discussions, corrected the manuscript. SM: Designed experiments, data analysis, wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Complete Circular Genome Sequence and Temperature Independent Adaptation to Anaerobiosis of Listeria weihenstephanensis DSM 24698
**Source:** Front Microbiol. 2017 Sep 1;8:1672. doi: 10.3389/fmicb.2017.01672
**Supplement:** Supplementary file 2

**Table S2: List of inferred operons in *L. weihenstephanensis*.**

# Supplementary material for: Complete Circular Genome Sequence and Temperature Independent Adaptation to Anaerobiosis of Listeria weihenstephanensis DSM 24698
**Source:** Front Microbiol. 2017 Sep 1;8:1672. doi: 10.3389/fmicb.2017.01672
**Supplement:** Supplementary file 5

**Table S5: Semiquantitative determination of nitrite in a *L. weihenstephanensis* DSM 24698** **anaerobic** **culture.**

| **experiment 1** | | | **experiment 2** | | | **experiment 3** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| set-up:  modified minimal medium  **0.1% glucose**  0 or 10 mM NaNO_3_ | | | set-up:  modified minimal medium  **0.5% glucose**  0 or 10 mM NaNO_3_ | | | set-up:  modified minimal medium  **1.0% glucose**  0 or 10 mM NaNO_3_ | | |
| time point  (h) | mg/l nitrite  (0 mM NaNO_3_) | mg/l nitrite  (10 mM NaNO_3_) | time point  (h) | mg/l nitrite  (0 mM NaNO_3_) | mg/l nitrite  (10 mM NaNO_3_) | time point  (h) | mg/l nitrite  (0 mM NaNO_3_) | mg/l nitrite  (10 mM NaNO_3_) |
| 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 2 | 0 | 0 | 2 | 0 | 0 | 2 | 0 | 0 |
| 3 | 0 | 0 | 3 | 0 | 0 | 3 | 0 | 0 |
| 4 | 0 | 2 | 4 | 0 | 0 | 4 | 0 | 0 |
| 5 | 0 | 20-50 | 5 | 0 | 0 | 5 | 0 | 0 |
| 6.5 | 0 | 50 | 6.5 | 0 | 20 | 6.5 | 0 | 0 |
| 7.5 | 0 | 50 | 7.5 | 0 | 20 | 7.5 | 0 | 0 |
| 8.5 | 0 | 100 | 8.5 | 0 | 20 | 8.5 | 0 | 0-20 |
| 9.5 | 0 | 100 | 9.5 | 0 | 20 | 9.5 | 0 | 0-20 |
| 10.5 | 0 | 200 | 10.5 | 0 | 50 | 10.5 | 0 | 20 |
| 11.5 | 0 | 200 | 11.5 | 0 | 50 | 11.5 | 0 | 20 |
| 24.5 | 0 | 500 | 24.5 | 0 | 200 | 24.5 | 0 | 100 |

10 mM nitrite would correspond to 460 mg/l.

The nitrite concentration was determined with colorimetric test strips (MERCKOQUANT® test strips for nitrite with a measuring range of 2 to 80 mg/l NO2- and of 0.1 to 3 g/l NO2- from Merck, Darmstadt, Germany),

# Supplementary material for: Complete Circular Genome Sequence and Temperature Independent Adaptation to Anaerobiosis of Listeria weihenstephanensis DSM 24698
**Source:** Front Microbiol. 2017 Sep 1;8:1672. doi: 10.3389/fmicb.2017.01672
**Supplement:** Supplementary file 6

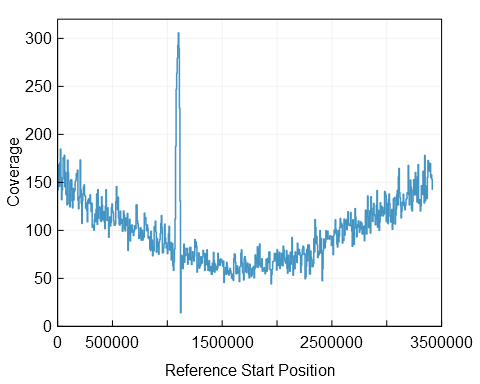
Fig. S1

Fig. S1: Coverage blot of the *L. weihenstephansis* genome sequencing. Reads were mapped against the assembled sequence starting from the origin of replication.

How the deposited data were processed for this re-analysis (not part of the article)

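RNA was sequenced from 4 cultures of Listeria weihenstephanensis in BHI medium, 1 culture for each of 4 conditions (18°C aerobic, 18°C anaerobic, 34°C aerobic and 34°C anaerobic). Per the authors' methods and sample records, rRNA was depleted, a stranded library was made and sequenced as single-end reads on a MiSeq, and the cDNAs of the aerobic and the anaerobic culture were mixed before gel size selection. Whether the temperatures were kept apart there, and which libraries shared a run, is not stated in the paper's text.

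The authors mapped the reads with Bowtie (version not given) to the chromosome, and the signal values they deposited for the 18°C aerobic, 34°C aerobic and 34°C anaerobic libraries are reads per gene from Artemis multiplied by 1 factor per library, so that each total equals that of the smallest library. For the 18°C anaerobic library, the smallest, the deposited values are counts of reads per gene from Artemis, since the authors' factor is 1. The authors' log2 fold changes (anaerobic over aerobic, per temperature) and log2 mean CPM were made with edgeR (version not given) and deposited with them. The p values and FDR the authors deposited come from the same edgeR comparison of 1 library against 1, and the dispersion it assumed is not stated in the paper's text. In their list of genes lower at 18°C the authors deposited a pair of column sets, of which the first differs from the sheet of all genes by up to 0.979 in log2 fold change and equals an edgeR fit on the recovered reads; the sheet of all genes was used here.

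The sheets of the temperatures list 2844 (18°C) and 2848 (34°C) genes, 2902 in all, and none is an rRNA or tRNA gene. Division by what 1 read is worth (0.347 at 18°C aerobic, 0.382 at 34°C aerobic and 0.444 at 34°C anaerobic) gave whole numbers of reads for 100% of the values, within a tolerance of 0.01 reads. The median number of reads per gene was 117, 35.0, 112 and 81.0 in the order of the conditions above. All 2902 genes passed the study's filter of more than 1 CPM in total over a pair.

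Within a temperature no test is possible, with 1 library per condition. The log2 ratio of anaerobic to aerobic was computed from CPM with TMM factors (1.02, 0.960, 1.06 and 0.965) and a prior count of 2, and its 95% interval is an exact conditional binomial (Clopper-Pearson) interval that covers counting error only. Genes are called higher or lower where the ratio was at least 2-fold, the interval excluded equal levels and the higher library had at least 10 reads. A fold against 0 reads is a lower bound against a floor of 3 reads per library. For all 4 libraries, limma 3.58.1 was fitted to log2 of the deposited values plus 0.5 with a trend of the variance and the additive terms temperature and oxygen, which leaves 1 residual degree of freedom; p values were adjusted by Benjamini-Hochberg, with 0.05 as the threshold. The design written before the data were examined set edgeR's quasi-likelihood test for raw reads and this limma fit for normalized values; since the files hold normalized values for 3 of 4 libraries, limma was used and edgeR 4.0.16 on the recovered reads became an alternative, chosen after the data were seen. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. With 3 libraries a fit with both terms leaves no residual degree of freedom, so fits without 1 library have no term for the other factor, and the lone library of a group is assumed to vary like the others.

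The genes named are those the paper names; at each temperature the 10 highest and 10 lowest ratios past the rule above with at least 50 reads in the higher library; the 10 largest changes in each direction for oxygen and for temperature with an adjusted p under 0.05; and 2 to 4 members of each list with the largest change. The values of Table S4 had been seen when this rule was written, and genes outside it are said to be chosen after their values were seen. The 28 gene lists were written before the data were examined, from Tables S1, S2 and S4 and the text: nitrate and nitrite reductases, molybdenum cofactor cluster, pyruvate dehydrogenase, glycine cleavage with serine hydroxymethyltransferase, glutamate synthase with glutamine and ammonium, cystine transporter operon, iron uptake, fructose PTS operon, pyruvate formate lyase, class III and class I ribonucleotide reductase, terminal quinol oxidases, ATP synthase, heme synthesis, menaquinone synthesis, citric acid cycle, glycolysis, fermentation, oxidative stress, heat shock, cold shock, SigB operon, ribosomal proteins, aminoacyl-tRNA synthetases, purine synthesis, arginine synthesis, prophage LWP01 and the operon UE46_01315 to UE46_01330 beside nirBD. Medians of lists were compared with 10000 random lists of the same size matched on mean expression, as a description and not a test. Table S1 ends early, within its last category in the copy used, so no enrichment over its categories was run.

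The limma and edgeR fits were tested on simulated data with 200 genes changed in the libraries (5 runs). All simulated genes had the same biological coefficient of variation (0.181) and no difference in oxygen response between the temperatures. The data hold such differences, and their spread between cultures is unknown. The shares below therefore do not give the changes found or the false calls to expect in the data. At 4-fold changes limma found 97.1% for oxygen and 96.8% for temperature, and at 2-fold 51.5% and 44.0%. Of its calls at 4-fold 11.0% for oxygen and 4.91% for temperature were genes that had not been changed, and at 2-fold 7.37% and 4.56%, so that false calls for oxygen exceeded the nominal 5%; in edgeR these were 3.56% and 3.40% at 4-fold, and 4.19% and 2.59% at 2-fold. The 2-fold rule was tested in a single run per fold and temperature, also with 200 genes changed, on reads with counting noise only. It found 96.0% of 4-fold changes at 18°C and 96.5% at 34°C, with 11 and 6 other genes past it. Of 2-fold changes it found 50.0% and 43.0%, with 12 and 14 others. These reads hold no variation between cultures, so the numbers of other genes do not give the false calls to expect in the data.

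Alternatives were scaling by total reads, by TMM and by DESeq2 size factors, DESeq2's Wald test, edgeR's filterByExpr, an adjusted p under 0.3, no term for the other factor, each library left out, other prior counts and pseudocounts, no variance trend, a 4-fold rule, other read minimums, and other assumed dispersions for the study's calls. The qPCR, growth and nitrite measurements have no deposited file and were not analysed here. No reference genome was used here, and positions come from Table S2.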

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

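The comparison of pairs of libraries below was chosen only after the thinning had been seen; the other tests were chosen before their results.

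All 7 ATP synthase genes rose anaerobically, with a median log2 fold change of 0.96, and 8 of 10 glycolysis genes, with a median of 0.97 over the list; both lie outside the genes the paper discusses. The median for oxygen was -0.84 over the terminal quinol oxidases and -0.38 over the ribosomal proteins, against -0.16 over all genes. The paper names no gene that changed with temperature alone. From 18 to 34°C 298 genes rose and 286 fell in limma. With any 1 of the 4 libraries left out (18°C aerobic, 18°C anaerobic, 34°C aerobic, 34°C anaerobic) and no oxygen term 0 genes passed in limma (unadjusted p under 0.05 for 257 to 579 genes), and with all 4 libraries and no oxygen term 4, so most of the loss comes without a library being left out. The median for temperature was 1.04 over the heat shock genes, -1.22 over the SigB operon and -0.82 over prophage LWP01 (-1.35 in edgeR and -1.18 in DESeq2). No library serves as a control for these values.

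At 18 and 34°C 3 genes were past the 2-fold rule in opposite directions. The log2 ratio at 34°C minus that at 18°C was 5.58 for the beta-glucoside kinase gene UE46_00250 (a value that depends on the prior count of 2, since it had 14 reads aerobically and 0 anaerobically at 18°C, at least 1.53-fold lower against a floor of 3 reads, which is under 2-fold), 3.31 for the aryl-phospho-beta-D-glucosidase gene UE46_00260 and -3.54 for the ABC transporter gene UE46_04735. These differences were not tested, since each condition has 1 library.

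More genes passed for temperature than for oxygen (584 and 239 in limma with both terms). Fewer passed for temperature in limma with all 4 libraries and no term for the other factor (4 and 23), though 604 and 218 had an unadjusted p under 0.05. The same held with no variance trend (0 and 2, with 791 and 494 at an unadjusted p under 0.05). Without the 18°C or the 34°C anaerobic library fewer passed for temperature as well. At the adjusted threshold the pattern thus holds for the fits with both terms and a trend, edgeR and DESeq2 (285 and 145). Against fewer reads in the 18°C anaerobic library as the cause speak the pairs without it: between the aerobic libraries 474 genes differed by the 2-fold rule, against 273 between the libraries at 34°C. With all libraries thinned to the smallest total, edgeR gave a median of 464.5 genes for temperature and 186.5 for oxygen over 20 thinnings. The ranges of 37 to 696 and 51 to 309 overlap, with more genes for temperature in 19 of the 20. The bound set before was therefore not met, and this test by itself leaves it open. In limma 0 passed for both in each thinning (424 to 479 for oxygen and 692 to 759 for temperature at an unadjusted p under 0.05). Whole reads at equal depth hold ties with no variance, which limma cannot use, so its counts of 0 do not bear on the question. Growth temperature as a biological explanation stays open: the heat shock list lay at percentile 100.0 of matched random lists, but the cold shock list at 34.9. No run or batch is given per library, so a batch that follows temperature is open too.

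The oxygen response differed by 4-fold or more between the temperatures for 38 genes. Operon neighbors could be compared for only 26 of these 38 genes, and for the others counting error stays open. For the 26 genes, counting error of single genes is argued against by their neighbors, which differed in the same direction in 100.0% of 29 pairs. The highest of 1000 random assignments gave 75.9%. Of these pairs 23 are distinct, since a pair within these genes is counted from each of its genes, and 17 of 17 had the same direction with a neighbor outside these genes. Genes of an operon share transcripts of the same library. The authors inferred the operons from the transcript data of this study, so the agreement may in part be built in, which limits this argument. Fewer reads in the 18°C anaerobic library stay open apart from such counting error: thinning left a median of 97.4% of the genes with a difference of at least 2-fold, but it does not change that library, the smallest, and starts from differences of 4-fold, so the bound set before could not speak against it. A biological difference between the temperatures and a difference between single cultures both stay open, since each condition has 1 library.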

How the results depend on the processing

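The edgeR and TMM fits, the pseudocount of 5, limma without a variance trend and the dispersion of 0.1 were chosen after the data were seen, the other alternatives before.

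For oxygen, 239 genes passed, and the count stayed within 1.5 times of this with scaling by total reads, DESeq2 size factors or TMM in edgeR, TMM in limma, filterByExpr and a pseudocount of 5 (189 to 349). An adjusted p under 0.3 gave 781, DESeq2's Wald test 145, a fit with no term for temperature 23 and limma without a trend 2. With 1 library left out the count ranged from 0 (without either aerobic library) to 31 (without the 18°C anaerobic library). For temperature (584 genes), an adjusted p under 0.3 gave 1561, DESeq2's Wald test 285, a fit with no term for oxygen 4, limma without a trend 0 (791 at an unadjusted p under 0.05) and each fit with 1 library left out 0 (257 to 579 at an unadjusted p under 0.05); the other alternatives gave 506 to 802. The threshold explains the higher counts; for the others the cause was not tested.

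A 4-fold rule gave 97 genes at 18°C and 80 at 34°C, fewer by construction; under the other alternatives both counts stayed within 1.5 times. Of genes followed from 1 temperature to the other, 77.8% kept the direction when the 315 genes past the 2-fold rule at only 1 temperature were taken. This set leaves out the genes past the rule at both temperatures and was picked by another rule than the study's calls. At the study's thresholds an FDR under 0.05 gave 65 genes, and an assumed BCV of 0.1, 0.2, 0.4, 0.5 and 0.6 gave 386, 287, 53, 36 and 22. The common BCV of the 4 libraries, 0.181, gave 314. A smaller assumed spread passes more genes by construction.

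Leaving out 1 library reversed the oxygen log2 fold change of UE46_05600 from -1.61 to 0.63 without the 18°C anaerobic and 0.48 without the 34°C aerobic library (lowest -3.84), of groEL (UE46_12625) from -0.51 to 0.21 and 0.16 without the same libraries (lowest -1.23), and of the cold-shock gene UE46_14110 from -1.10 to 0.23 without the 34°C anaerobic library (lowest -2.44). For temperature the ATP synthase genes UE46_02470, UE46_02475 and UE46_02480 went to 0.0885, 0.0327 and 0.0283 without the 34°C aerobic library (lowest -1.19, -1.15 and -0.91), and UE46_13905 to 0.65 without the 34°C anaerobic library (lowest -3.23). These fits have no term for the other factor and unequal groups, so the other factor enters the fold change by construction. Of the other values per gene for oxygen with all libraries, 1215 kept their direction and side of the threshold, 183 no longer passed, 28 passed newly and 37 that had not passed changed sign; for temperature these were 1314, 168, 46 and 33. Of the log2 ratios of named genes, 193 at 18°C and 191 at 34°C stayed within their counting interval and 7 and 9 left it, none of those past the 2-fold rule with a change of sign. With 1 library left out 265 values per gene for oxygen stayed the same, 295 no longer passed and 3 passed newly, and 84 that had not passed changed sign; for temperature 267 stayed the same, 280 no longer passed and 145 changed sign. A run with no filter was not made, since all genes pass it, nor one without rRNA and tRNA genes, since none is listed. Depth limits the 18°C anaerobic library most, with 2076 genes at 10 reads or more.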

Differences from the paper's values

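No value stated by the paper for a measure also computed here was taken to differ at the settings used. The values compared come from the same libraries, and the counts of called genes from the authors' own deposited p and FDR. A match is therefore no independent check of the paper's values. A log2 fold change was taken to differ where its sign was opposite or the paper's value lay outside the 95% counting interval, which is wide at few reads, and a count or percent where 1 value was more than 1.5 times the other. A lower bound was not taken to differ from a larger value of the paper, which exempts nirD at 18°C anaerobic from the rule of 1.5 times. For narI at 18°C, from 1 read aerobically, the log2 ratio was 9.31 (8.83 to 16.62) and the paper's 10.88, and for UE46_03380 at 34°C it was -5.74 (-9.69 to -4.77) and the paper's -6.46; with the smallest prior count tried, set before the data were examined, they were 11.07 and -6.56. For nirD, at 0 reads at 18°C aerobic, at least 700.3-fold (scaled by TMM) and at least 66148% (scaled to the smallest library, as in Fig. 3) at 18°C anaerobic are lower bounds against a floor of 3 reads, below the paper's log2 fold change of 12.48 and about 690000% in Fig. 3, read by eye.

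The paper gives catalase as strongly lower anaerobically at both temperatures. Here cat (UE46_00145) had a log2 ratio of -0.64 (-0.76 to -0.53) at 34°C, under 2-fold, and -2.28 (-2.48 to -2.09) at 18°C. The authors' own deposited log2 fold change at 34°C is the same, -0.64, and is not among their calls, so the gap lies between the paper's statement and its table. Over both temperatures cat fell (-1.57, adjusted p = 0.0230 from limma).

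The paper names the nitrate and nitrite reductase genes as the most strongly upregulated. By log2 ratio with a prior count of 2 the MFS transporter gene UE46_11960 ranks 5 at 18°C and 5 at 34°C, so that 6 of the 7 highest genes are reductase genes.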

Other observations

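The tests here, apart from the fits in edgeR and on TMM-scaled values, were planned before the data were examined. Adjusted p values from limma are given in parentheses after a log2 fold change, and with any 1 library left out and no term for the other factor 0 genes of the lists below passed in limma for oxygen or temperature.

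All 7 genes of ATP synthase, which makes ATP from the proton gradient, rose anaerobically (7 adjusted over the list alone), 2 being 2-fold higher at 18°C and 5 at 34°C. The subunit B gene UE46_02470 had a log2 fold change of 1.03 (0.00705), 0.63 to 1.43 with 1 library left out, and the subunit gamma gene UE46_02485 1.01 (0.00191). From 18 to 34°C 4 of them fell (5 adjusted over the list alone), 4 in edgeR and 0 in DESeq2 (4 at an unadjusted p under 0.05). Of 10 glycolysis genes, 8 rose (8 higher and 1 lower adjusted over the list alone), and 6 were higher at each temperature. The phosphoglyceromutase gene UE46_03260 had 1.20 (0.000854) and enolase (eno, UE46_03265) 1.06 (0.00115), whereas gpmA (UE46_13075), another phosphoglyceromutase, was lower at 18°C with a log2 ratio of -1.12 (-1.39 to -0.88).

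Of 12 heme synthesis genes 1 fell anaerobically (1 adjusted over the list alone), the protoheme IX farnesyltransferase gene UE46_06375 with -1.08 (0.0167); edgeR passed 2 and DESeq2 0 (2 at an unadjusted p under 0.05). Of 10 menaquinone synthesis genes 1 rose (1 adjusted over the list alone), the dihydroxynaphthoate prenyltransferase gene UE46_01710 with 0.90 (0.0260). Of 46 ribosomal protein genes none was 2-fold higher or lower at either temperature, and 10 fell (1 higher and 24 lower adjusted over the list alone), such as rplL (UE46_01620) with -0.73 (0.00835); on TMM-scaled values 1 passed in limma (3 in edgeR and 0 in DESeq2, 4 there at an unadjusted p under 0.05), with a median of -0.27. For oxygen 0 of 22 aminoacyl-tRNA synthetase genes passed in limma (4 at an unadjusted p under 0.05, 1 in edgeR, 0 in DESeq2) and 0 of 11 purine synthesis genes (0, 0 and 0), with a median log2 ratio of 0.09 and -0.06 at 18°C and 0.09 and 0.14 at 34°C.

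From 18 to 34°C 9 of 12 heat shock genes rose (9 adjusted over the list alone), most of all UE46_05600, annotated as ClpX like the study's qPCR reference gene clpX (UE46_01505, 0.13 (0.561), and for oxygen -0.65 (0.0300), -0.54 on TMM-scaled values, -0.81 to -0.50 with 1 library left out), with 4.32 (0.000119) and the chaperone gene ClpB (UE46_13080) with 2.67 (0.000194); dnaK (UE46_09125) had 1.31 (0.000735) and groEL (UE46_12625) 1.39 (0.000584). Anaerobically 4 of them fell (1 higher and 6 lower adjusted over the list alone), and 2, 3 and 1 of them passed on TMM-scaled values in limma, in edgeR and in DESeq2. Of 7 cold shock genes 1 rose and 2 fell at 34°C (1 and 2 adjusted over the list alone), UE46_06540 with 0.98 (0.0108) and UE46_14110 with -2.05 (0.00362), -2.91 to -1.18 with 1 library left out. All 8 genes of the operon of SigB, the general stress sigma factor, fell at 34°C (8 adjusted over the list alone), the sigma factor gene UE46_04975 with -1.31 (0.00330). Of 29 genes of prophage LWP01 11 rose and 13 fell at 34°C (13 and 14 adjusted over the list alone; 27 passed in edgeR and 14 in DESeq2), so the median hides changes in both directions. The tail protein gene UE46_05350 had -2.22 (0.00454) and the hypothetical protein gene UE46_05260 1.65 (0.0172). For aminoacyl-tRNA synthetases 4 rose (5 adjusted over the list alone), among them argS (UE46_02295) with 0.78 (0.0122), 0.52 to 1.05 with 1 library left out (5 in edgeR, 1 in DESeq2), and for terminal quinol oxidases 4 rose (5 adjusted over the list alone; 4 in edgeR, 2 in DESeq2).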
